# *Atg16l1* and *Xbp1* cooperatively protect from transcription-associated mutagenesis and small intestinal carcinogenesis

**DOI:** 10.1038/s41388-025-03591-x

**Published:** 2025-10-07

**Authors:** Nassim Kakavand, Hang Xiang, Georg Laue, Taous Mekdoud, Lina Welz, Miguel Gomes Silva, Joana P. Bernardes, Go Ito, Silke van den Bossche, Julia Kugler, Florian Tran, Alexander Ossysek, Simon Imm, Finn Hinrichsen, Moritz Jesinghaus, Arthur Kaser, Richard Blumberg, Timon E. Adolph, Stefan Schreiber, Markus Tschurtschenthaler, Philip Rosenstiel, Konrad Aden

**Keywords:** Colorectal cancer, Mechanisms of disease

## Abstract

*Atg16l1* plays a critical role in autophagy, and *Xbp1* is part of the endoplasmic reticulum (ER) homeostasis. Both, *Atg16l1* and *Xbp1* are known risk genes for inflammatory bowel disease (IBD). Previous studies have shown that dysfunctional *Atg16l1* and *Xbp1* are epithelial-derived drivers of small intestinal inflammation. Despite a clear link between Crohn’s disease and small intestinal adenocarcinoma, the molecular impact of autophagy and ER stress in this malignant transformation is not known. Using a model of impaired ribonucleotide excision repair (RER), a key homeostatic repair mechanism in highly proliferative cells, we investigated the impact of *Atg16l1* on epithelial DNA damage responses and small intestinal carcinogenesis with and without functional ER homeostasis. We used conditional mouse models for deficient RER (*Rnaseh2b*^ΔIEC^), bearing a co-deletion of disrupted autophagy (*Atg16l1/Rnaseh2b*^ΔIEC^) or ER stress resolution (*Xbp1/Rnaseh2b*^ΔIEC^), and triple-conditional knock-out mice for both, *Xbp1* and *Atg16l1* (*Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^). We assessed the degree of DNA damage and the incidence of small intestinal carcinoma. We report that defective epithelial RER induces autophagy, and that dysfunctional autophagy increases RER-induced DNA damage and causes the loss of RER-induced proliferative arrest but no spontaneous carcinogenesis in the gut. We demonstrate that dysfunctional *Atg16l1* drastically increases the incidence of spontaneous intestinal adenocarcinomas in mice with defective epithelial RER and impaired ER homeostasis. We provide experimental evidence that the same epithelial mechanisms suppressing gut inflammation also critically protect from small intestinal carcinogenesis. Our findings set a molecular framework for the increased risk of intestinal carcinogenesis in patients with IBD, which links perturbations of ER homeostasis and autophagy defects with accumulating DNA damage.

**Figure:**
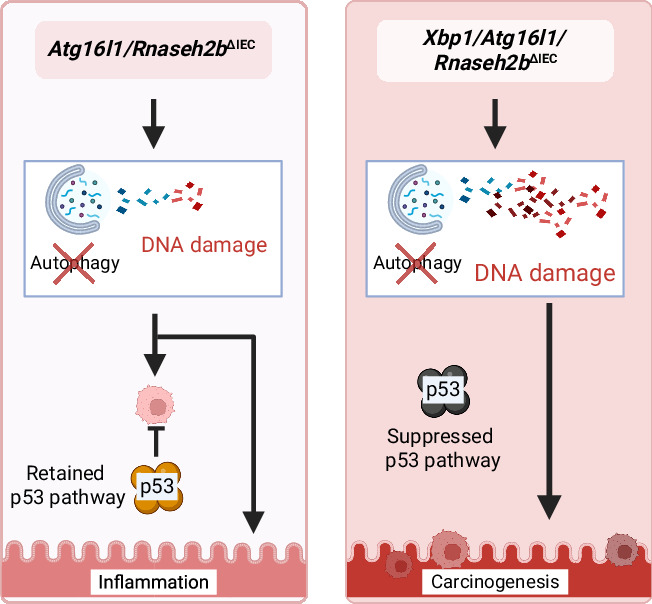
In a model of transcription-associated mutagenesis, deficiency of the IBD risk gene *Atg16l1* does not induce small intestinal cancer. In contrast, double deficiency of *Xbp1* and *Atg16l1* drives spontaneous tumor formation highlighting a cooperative role of *Xbp1* and *Atg16l1* in tumor suppression.

In a model of transcription-associated mutagenesis, deficiency of the IBD risk gene *Atg16l1* does not induce small intestinal cancer. In contrast, double deficiency of *Xbp1* and *Atg16l1* drives spontaneous tumor formation highlighting a cooperative role of *Xbp1* and *Atg16l1* in tumor suppression.

## Introduction

Inflammatory bowel diseases (IBD) are chronic inflammatory diseases of the gastrointestinal tract. The two disease subtypes, Crohn’s disease (CD) and ulcerative colitis (UC), differ in their anatomical locations of disease manifestation, the nature of mucosal lesions, and the disease behavior. IBD is associated with a 1.7-fold increase in intestinal cancer compared to the healthy population, which is mainly driven by disease extent and disease duration [1]. Although inflammation-associated carcinogenesis is established as a long-term consequence of IBD, the molecular origin remains poorly understood. Chronic inflammation can shape the mutational landscape of IECs, and it has been shown that somatic mutations, such as insertion-deletion mutations (indels) are more prevalent even in the non-neoplastic mucosa of IBD-affected individuals [2]. Transcription-associated mutagenesis has recently been attributed to the development of somatic cancers in eukaryotes [3]. It describes the mechanism of compensatory TOP1-mediated DNA repair at sites of increased frequency of genome-embedded ribonucleotides, resulting in increased indel formation. Mechanistically, genome-embedded ribonucleotides are the consequence of impaired ribonucleotide excision repair, which removes faulty DNA-incorporated ribonucleotides during every round of cellular replication via the enzyme RNase H2 [4, 5]. We have recently shown that conditional deletion of *Rnaseh2b* in murine intestinal epithelial cells (*Rnaseh2b*^ΔIEC^) leads to chronic DNA damage and p53-dependent suppression of stem cell proliferation. In addition, linking chronic inflammation to the acquisition of somatic mutations, we have shown that *Rnaseh2b*^ΔIEC^ mice present with histological intestinal enteritis, which further substantiates the link between chronic DNA damage and IBD pathophysiology [6]. Several lines of evidence point to a crucial regulatory role of ER stress and autophagy in the context of IBD, as defects for both, ER stress and autophagy, have been shown to instigate spontaneous small intestinal inflammation in mouse models of IBD [7–9]. Along this line, it has been further shown that ER stress and autophagy cooperate through a cross-compensatory mechanism to resolve stress conditions, such as the increased accumulation of unfolded proteins, via induction of autophagy [10]. Despite the clear genetic link between these two homeostatic factors on the manifestation of small intestinal inflammation, it is not known whether ER stress and autophagy are cooperatively needed to prevent inflammation-associated carcinogenesis. This is of particular importance given the rising incidence of small bowel adenocarcinoma in patients with Crohn’s disease [11, 12]. In this context, stricturing and penetrating ileal Crohn’s disease have been shown to be associated most strongly with the manifestation of small bowel adenocarcinoma (SBA), underscoring the relevance of unresolved mucosal inflammation as an independent trigger of carcinogenesis. Importantly, it has been previously shown that the genomic landscape of SBA is significantly different in IBD-associated SBA, compared to non-IBD associated, with mutations within the p53 pathway being affected in nearly 70% of all IBD-associated SBA [13]. Initial indications for a molecular interaction between chronic DNA damage and IBD were recently shown in the context of the IBD risk gene *X-box binding protein 1* (*XBP1*) [14]. In the context of impaired RER, mice with a conditional double deficiency of *Xbp1* and *Rnaseh2b* (*Xbp1/Rnaseh2b*^ΔIEC^) displayed increased epithelial proliferation, increased intestinal inflammation and 50% of *Xbp1/Rnaseh2b*^ΔIEC^ mice developed spontaneous manifestation of intestinal adenocarcinoma [15]. Here, we set out to investigate the role of *ATG16L1* and *XBP1* in coordinating cellular responses towards dysfunctional RER and subsequent DNA damage and carcinogenesis. Furthermore, we examined whether the functioning interplay between *ATG16L1* and *XBP1*, which is known to contribute to sporadic Crohn-like enteritis in mouse models of IBD, might be involved in transcription-associated mutagenesis and the manifestation of intestinal tumors. Using a genetic model of deficient RER, we show that *Atg16l1* deficiency increases the incidence of spontaneous intestinal carcinogenesis to 90% of mice that are simultaneously challenged by *Xbp1*-deficiency [8]. By contrast, epithelial *Atg16l1* deficiency alone impairs the DNA damage response but does not lead to spontaneous carcinogenesis. Our study sheds light on the critical interplay between autophagy and ER stress on transcription-associated mutagenesis and implies that these mechanisms might be relevant in the manifestation of small bowel cancer in IBD patients.

## Materials and Methods

All authors had access to the study data and had reviewed and approved the final manuscript.

### Mice

Intestinal epithelial cell-specific knockout mice were generated by means of the *Villin*-Cre/loxP system. *Atg16l1*^fl/fl^, *Xbp1*^fl/fl^, and *Rnaseh2b*^fl/fl^ mice were generated as described previously [8, 14, 16]. These mice were crossed with *Villin-Cre*^+^ mice to generate *Atg16l1*^ΔIEC^ (*Villin-Cre*^+^; *Atg16l1*^fl/fl^), *Xbp1*^ΔIEC^ (*Villin-Cre*^+^; *Xbp1*^fl/fl^), *Rnaseh2b*^ΔIEC^ (*Villin-Cre*^+^; *Rnaseh2b*^fl/fl^) mice, as well as *Atg16l1/Rnaseh2b*^ΔIEC^ (*Villin-Cre*^+^; *Atg16l1*^fl/fl^, *Rnaseh2b*^fl/fl^), *Xbp1/Rnaseh2b*^ΔIEC^ (*Villin-Cre*^+^; *Xbp1*^fl/fl^, *Rnaseh2b*^fl/fl^) and *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ (*Villin-Cre*^+^; *Atg16l1*^fl/fl^, *Xbp1*^fl/fl^, *Rnaseh2b*^fl/fl^) mice. Gene expression analysis of the tail was performed to determine the variant of the indicated genes. For experiments with tissue derived from these mice, we confirmed the correct genotype by carrying out gene expression analysis or western blot in each experiment. We used young (8 weeks–20 weeks) or aged (40–65 weeks) mice that were maintained in a specific pathogen–free facility, and the quarterly health report did not indicate the presence of pathogenic species. Mice were separated by genotypes and were provided with food and water *ad libitum* and maintained in a 12 h light–dark cycle under standard conditions at Kiel University. For experiments, age-matched female and male animals were used. Procedures involving animal care were conducted conform to national and international laws and policies with appropriate permission. All experiments were performed in accordance with the guidelines for animal care of Kiel University (Animal Vote V 241 - 61544/2017 (69-5/17) and V 242 - 29834/2016 (52-5/16)).

### Bromodeoxyuridine (BrdU) Administration in Mice

For the immunohistological analysis of the intestinal proliferation, we used *inter alia* the BrdU assay. Mice were peritoneally injected with a solution of 10 µg BrdU per µl PBS. This solution was injected weight-adapted with a ratio of 10 µl per 1 g body weight, to achieve a concentration of 100 µg BrdU per g body weight. After incubation for 90 minutes, mice were sacrificed, and histological slides were generated (see below).

### Histopathological preparation of murine intestinal tissue

Postmortem, the small intestine and colon were excised, cut open longitudinally, and rinsed carefully in a Petri dish filled with PBS. Swiss rolls from the ileum and the colon were generated by rolling up each section from the distal to the proximal part and were fixed in formalin solution (10% neutral buffered). Paraffin sections were cut in 5 µm slides and then stained with H&E or other specific staining. For the detection of DNA damage, we used Anti-Phospho-Histone H2A.X antibodies. For the detection of apoptotic and necrotic cells, we used TUNEL (TUNEL-POD, Roche). For the detection of proliferative cells, we used Anti-BrdU and Anti-Ki-67 antibodies. Find detailed information about antibodies in Supplementary Table 1 and 2.

### Histopathological analysis of DNA damage, cell death and proliferation

For the histopathological analysis of the intestinal tissue, we used paraffin-embedded rolls of the intestine and prepared them as aforementioned. The sample size for each genotype was based on prior studies and preliminary experiments and were deemed sufficient to detect biologically meaningful differences between genotypes [6, 15]. For counting, we used a Zeiss Axio Vert.A1 microscope. For both the small intestine as well as the colon, we counted a minimum of 24 evenly distributed crypts along the whole intestinal roll with a focus on the bottom 12 cells of each crypt. Stained slides were randomly shuffled and coded to ensure blinding. The analysis was carried out by two independent blinded observers. Only results were considered significant that showed homogenous changes between groups in two independent observations. After statistical analysis, representative pictures were made for each genotype with the aid of AxioVision LE (Zeiss) software.

### Histopathological Scoring of Enteritis

Histological scoring of enteritis was performed as described previously [8]. The score displays the combined score of inflammatory cell infiltration and tissue damage and was performed in a blinded fashion by two independent observers. Inflammation levels were quantified by assessment of the following parameters: mononuclear cell infiltrate, crypt hyperplasia, epithelial injury/erosion, polymorphonuclear cell infiltrate, and transmural inflammation. Each parameter was graded as follows: non-existent = 0 points, slight = 1 point, moderate = 2 points, severe = 3 points.

### Histopathological analysis of murine intestinal tumors

Macroscopically identifiable tumors of the small intestine were chosen for histopathological analysis. To guarantee comparability, we selected the largest (diameter) tumor of each mouse. The tumors were stained with H&E and classified in analogy to the recent WHO classification of tumors of the Digestive System (fifth edition) [17]. Invasive adenocarcinomas were graded as “low-grade” and “high-grade” according to the extent of gland formation. The grade of Dysplasia/Intraepithelial Neoplasia (IEN) of small intestinal adenomas was classified into low- and high-grade Dysplasia/Intraepithelial Neoplasia IEN based on the degree of architectural complexity, extent of nuclear stratification, and severity of abnormal nuclear morphology.

### cDNA synthesis and gene expression analysis

Using the RNeasy Kit (Qiagen), mRNA was isolated from ModeK cells and organoids washed in PBS or from snap-frozen tissue. cDNA was synthesized using the Maxima H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. To examine gene expression, cDNA samples were subjected to quantitative reverse transcription polymerase chain reaction using either SYBR Green or TaqMan assays purchased from Applied Biosystems, Reactions were carried out on the Applied Biosystems 7900HT Fast Real-Time PCR System (Applied Biosystems), and relative transcript levels were determined utilizing either *Actb* or *Gapdh* as housekeepers. Deploying PrimerBLAST-Software (NIH), primer sequences were designed, while TaqMan probes were derived from Thermo Fisher Scientific. Find detailed information about TaqMan probe IDs and SYBR Green primers in Supplementary Tables 3 and 4.

### Murine intestinal epithelial ModeK cells

XBP1-deficient ModeK cells were generated by transfection with a lentivirus-expressed shRNA against *Xbp1* as described previously [18]. Knockdown was validated by qPCR analysis. Cells were cultivated at 37 °C with DMEM GlutaMAX^TM^ medium (Gibco) with 10% FCS (Merck Millipore), 1% HEPE (1 M) (Gibico), 1% NEAA (100X) (Gibico). The medium was exchanged every other day. For in vitro transfection, Viromer© Blue (Lipocalyx) was used according to the manufacturer’s protocol. siRNA against *Atg16l1* (#GS77040) and *Rnaseh2b* (#GS67153) was derived from Qiagen and used at a concentration of 10 μM.

### Immunofluorescence staining of adherent cells

Cells were washed with PBS and fixed with 2% (w/v) formalin for 30 min at room temperature. After washing two times with PBS, permeabilization was performed by incubation for 3 min with 1% (w/v) BSA and 0.1% (v/v) Triton X-100 in PBS. We blocked for 1 h with 5% (w/v) BSA. The primary antibody (Supplementary Table 1) was incubated with a dilution of 1:200 overnight at 4 °C with 5% (v/v) goat serum diluted in PBS. After washing three times, incubation with the secondary antibody (Supplementary Table 2) was performed for 1 h at room temperature (dilution 1:500 in PBS with 5% (w/v) BSA). Counterstaining was performed with DAPI (1:40,000 in PBS) for 10 min. Afterwards, the chamber was removed from the plate. Slides were washed in *aqua bidest* and then dried. DAKO mounting medium (Agilent Technologies) was put on the slides together with a cover slip.

### Generation of CRISPR/Cas9-guided deletion of *Atg16l1* in ModeK Cells

A CRISPR/Cas9 vector (Thermo Fisher Scientific) was created using GeneArt™ CRISPR Nuclease Vector with CD4 Enrichment Kit according to the manufacturer’s instructions, using a dsDNA oligo targeting exons 1 and 3 of *Atg16l1* (forward: 5’-GTCACATCGCGGAGGAACTGGTTTT-3’, reverse: 3’-CAGTTCCTCCGCGATGTGACCGGTG-5’). The plasmid was validated by Sanger sequencing. The vector was transfected with Lipofectamine 3000 into ModeK cells, and clonal cell lines were generated. Knockout clones were selected by verifying the absence of ATG16L1 protein by Western blot analysis.

### Immunoblot analysis

Cells were lysed using sodium dodecyl sulfate (SDS)–based DLB buffer with 1% Halt Protease inhibitor cocktail (Thermo Fisher Scientific), heated at 95 °C for 5 min, and exposed to ultra-sonication for 5 seconds twice. Lysates were centrifuged at 16,000 g for 15 min at 4 °C to remove cell remnants. For protein extraction of organoids, Matrigel was removed by several centrifugation steps at 4 °C, followed by lysis as described earlier. Afterward, equal amounts of lysates containing Laemmli buffer were electrophoresed on 12% polyacrylamide gels under standard SDS-PAGE conditions before being transferred onto polyvinylidene fluoride membranes (GE Healthcare). Protein-loaded membranes were blocked with 5% milk in Tris-buffered saline and Tween 20 (TBST) before being incubated with primary antibody at 4 °C overnight, followed by incubation with a horseradish peroxidase-conjugated secondary antibody for 1 h at indicated concentrations. Proteins were detected using the Amersham ECL Prime Western Blot Detection Reagent (GE Healthcare).

### Cultivation of murine intestinal organoids

Isolation of crypts and initiation of cultivation of intestinal organoids was performed as described previously [19]. Matrigel (BD Bioscience) embedded crypts were either cultivated in Intesticult Organoid Growth Medium (Intesticult; STEMCELL Technologies) or ENR conditioned organoid medium (epidermal growth factor / Noggin / R-spondin1 [20]. For passaging, mature organoids (7–10 days after the last passage) were transferred to a 15 ml tube and mechanically divided using a 1000 µl pipet. For experiments, organoids were used 3 - 6 days after passage.

### Quantification of organoid-forming capacity

On day three after passage, the organoids were resuspended in TrypLE Express (Thermo Fisher Scientific), transferred to a 15 ml tube, and incubated in a 37 °C water bath for 10 min. Before and after the water-bath the content was resuspended with a 1000 µl pipette tip. The resulting single cell suspension was centrifuged at 400 *g* for 3 min. The resulting pellet was resuspended in 500 µl DMEM/F-12 (Thermo Fisher Scientific). From this, 20 µl were taken and the number of single cells was determined via the Cellometer Auto T4 Plus (Heraeus). Per well 10,000 cells were seeded out in a 40 µl Matrigel (BD Bioscience) droplet on a 24-well plate. Medium was added after polymerizing the Matrigel for >10 min in the incubator at 37 °C. The amount and Diameter of organoids were assessed after 3 days and 6 days. The diameter was determined by taking pictures of the biggest organoids per well with the Axio Observer A1 (ZEISS) microscope and measuring with the AxioVision SE64 Rel. 4.9.1 (ZEISS) software.

### RNA sequencing

Total RNA was extracted from WT (*n* = 4) and *Atg16l1*^ΔIEC^ (*n* = 4), *Rnaseh2b*^ΔIEC^ (*n* = 4), and *Atg16l1*/*Rnaseh2b*^ΔIEC^ (*n* = 4) small intestinal organoids using RNeasy Mini Kit (QIAGEN), following the manufacturer’s protocol. Two samples from the *Rnaseh2b*^ΔIEC^ group were excluded from analysis due to a quality issue (read counts), resulting in a final *n* = 2 for this group. 

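The deposited expression table held 14 libraries, of which 4 were from WT, 4 from *Atg16l1* ΔIEC, 2 from *Rnaseh2b* ΔIEC and 4 from *Atg16l1/Rnaseh2b* ΔIEC organoids. The table holds no column for the excluded *Rnaseh2b* ΔIEC samples. By the library names, all WT libraries were in lane 1, all *Atg16l1* ΔIEC and *Rnaseh2b* ΔIEC libraries were in lane 2, and 2 *Atg16l1/Rnaseh2b* ΔIEC libraries were in each lane. Lane and genotype can therefore be separated only through the *Atg16l1/Rnaseh2b* ΔIEC libraries. Libraries 1 and 2 of a genotype, and likewise libraries 3 and 4, deviated together from the mean of their genotype, with correlations across autosomal genes from 0.31 to 0.85. Each such pair also had the same sex by *Xist* and Y-linked genes. In *Atg16l1/Rnaseh2b* ΔIEC organoids libraries 1 and 2 were in lane 2 and male, and libraries 3 and 4 in lane 1 and female. Lane, pair and sex therefore coincide in that genotype. The *Rnaseh2b* ΔIEC libraries were numbers 1 and 2, so they form a single pair.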

Sequencing was performed on HiSeq3000 (Illumina, San Diego, CA, USA) using the TruSeq stranded mRNA protocol (Illumina). A 1 ×50 bp single-read run was performed. Preprocessing was performed with cutadapt for removal of low-quality and adapter sequences [21]. Reads were aligned to the *Mus musculus* genome (GRCm38) with TopHat2 [22]. Gene expression values were computed with HTSeq [23]. The Bioconductor package DESeq2 was used to analyze differential gene expression and principal component analysis (PCA) [24]. The Venn diagram package was used for the generation of Venn diagrams [25]. Gene Ontology terms were obtained within the category of biological processes from the InnateDB (www.innatedb.com) [26]. Transcription factor binding site analysis was performed using the Bioconductor package TFBSTools [27].

### Quantification of organoid viability

Organoids were dissociated by pipetting approximately 100 times and evenly seeded into a 24-well plate. After 72 h of culture by ENR medium containing DMSO or 1 μM rapamycin, CellTiter-Glo® 3D reagent (Promega) was added according to the manufacturer’s instructions. Luminescence was then measured using a microplate reader (Tecan).

### Organoid roundness analysis

Organoids images from Day4-Day5 after seeding were taken by microscopy. Bright-field images were analyzed by segmenting individual organoids using an AI tool (Segment Anything Model), and once the mask coordinates were generated, organoid roundness was calculated using the following function: Roundness=4π⋅Area/(Perimeter)^2^. Only isolated organoids above a defined size threshold were included. Group differences were assessed using the unpaired Student’s *t*-test [28].

### Comet assay

ModeK cells were transfected with control siRNA or siRNA against *Atg16l1* after 24 h of cultivation. The cells were stimulated with 2.5 µM AraC after another 24 h. Afterward, cells were harvested and quantified by a cell counter (LUNA II LUNA-II™, Logos Biosystem). The following assessment of DNA damage was conducted using a comet assay® (4250-050-ESK, R&D Systems) according to the manufacturer’s recommended protocol. The LMA (low-melting-point agarose) gel was melted at 90 °C using a water bath. Once melted, it was incubated at 37 °C. Concurrently, cells were mixed with the LMA gel, and 100 μl of the mixture was dropped onto a CometSlide, followed by flattening using pipette tips. After allowing the gel to cool at 4 °C for 10 min, it was immersed in lysis buffer and kept at 4 °C overnight. The cells embedded in the gel were subjected to an alkaline unwinding solution for 20 min. Electrophoresis was performed at 21 volts for 30 min using an alkaline running buffer maintained at 4 °C. The slides were washed twice with deionized water and once with 70% ethanol solution after electrophoresis. The slides were stained with SYBR Gold (Invitrogen™ SYBR™ Gold Nucleic Acid Gel Stain, S1194) for 10 min in the dark. After staining, the slides were rinsed with deionized water and dried at 37 °C.

### Ethics approval and consent to participate

All in-vivo mouse models were performed in accordance with the relevant guidelines with the guidelines for animal care of Kiel University and upon approval of the state authorities (Ministerium für Energiewende, Klimaschutz, Umwelt und Natur, Schleswig-Holstein, Germany). No human biomaterial was used for this study.GoAAr

### Statistical analysis

The statistical analysis was performed using GraphPad Prism, version 8.0.2 (GraphPad Software, Inc.) All statistical data were presented as means ± SEM. Overall survival (OS) was analyzed using Kaplan–Meier survival analysis. Group differences in survival were assessed using both the log-rank test and the Gehan–Breslow–Wilcoxon test. Normality was assessed using the Shapiro-Wilk test. Statistical comparisons between two independent groups were performed using an unpaired Student’s *t*-test. Homogeneity of variance was assessed using an F-test automatically performed by GraphPad Prism, and Welch’s correction was applied when variances were unequal. Differences between genotypes were analyzed using the Mann–Whitney U test. All statistical tests were two-sided, and p-values < 0.05 were considered statistically significant. Further statistical information can be found in the figure legends.

## Results

### *Atg16l1* is required for DNA damage-induced autophagy in intestinal epithelial cells

We have previously shown that intestinal epithelial deficiency of RNase H2, the rate-limiting enzyme of the ribonucleotide excision repair machinery, instigates chronic DNA damage [6]. First, we delineated a role for ATG16L1-mediated autophagy during DNA damage. To do so, we assessed whether DNA damage evoked by cytarabine (AraC) induces autophagy in intestinal epithelial cells (IECs, ModeK murine small intestinal cell line) with or without exposure to bafilomycin, which inhibits the V-ATPase-dependent acidification and autophagosome-lysosome fusion. We conducted immunofluorescence staining of ModeK cells for p62, a surrogate of autophagic flux, as p62 might accumulate upon DNA damage in the presence of bafilomycin. Indeed, we observed that AraC-induced DNA damage led to the accumulation of p62 (Fig. 1A, B). This was paralleled by increased LC3-I/II conversion (Fig. 1C), indicating that DNA damage induced autophagy. To corroborate this observation, we performed siRNA-guided silencing of *Atg16l1*, a key homeostatic regulator of the autophagy machinery, which is implicated in the pathogenesis of IBD. Indeed, *Atg16l1* silencing decreased LC3AI/II conversion upon AraC treatment, indicating that ATG16L1 is causally involved in mediating the autophagic flux in response to DNA damage (Fig. 1D). Moreover, we corroborated these observations in *Atg16l1*-knockout ModeK IECs using CRISPR/Cas9 gene editing. Here, we utilized our previously established model of RER by siRNA silencing of *Rnaseh2b* in *Atg16l1*-CRISPR-KO ModeK cells. We indeed confirmed that siRNA silencing of *RNaseh2b*-induced autophagy, which required functional ATG16L1 (Fig. 1E). In turn, we assessed the role of ATG16L1-dependent autophagy on the DNA-damage response in IECs, as determined by the Comet-assay. Notably, we observed that *Atg16l1*-deficient IECs evoked DNA damage (Fig. 1F, G). Collectively, these findings indicate an intestinal epithelial interplay between ATG16L1-mediated autophagy and the DNA damage response.

**Fig. 1:**
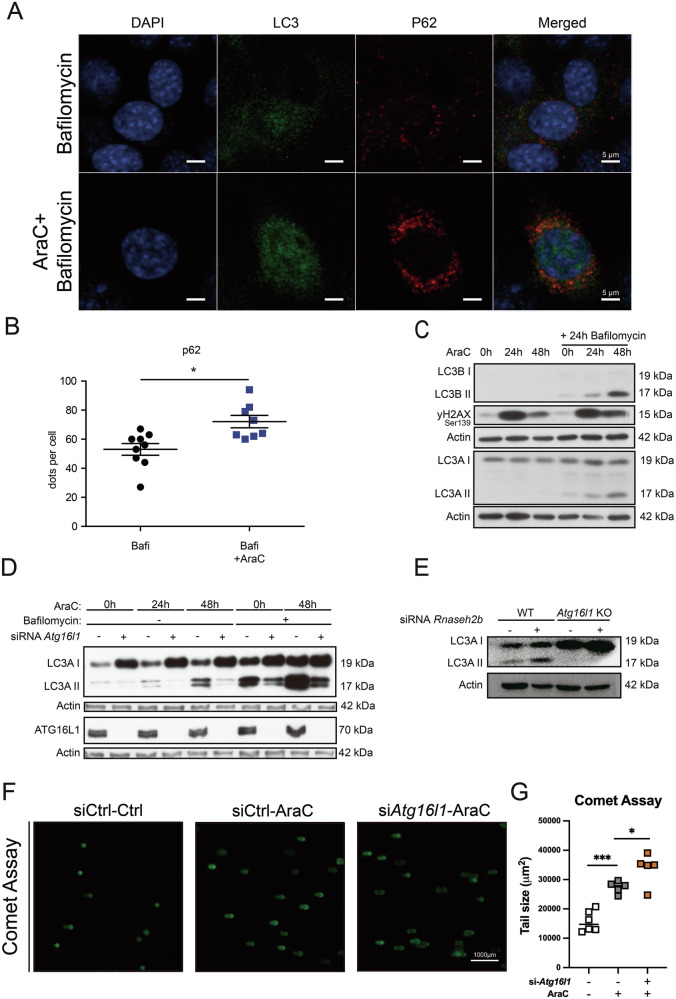
*Atg16l1* mediates DNA damage-induced autophagy in intestinal epithelial cells. **A**, **B** Immunofluorescence staining of Mode-K cells showed induced accumulation of p62 upon AraC treatment. Mode-K cells were stained with LC3 and p62/SQSTM1 antibodies after stimulation with 2.5 μM cytarabine for 24 h or left unstimulated. Additionally, co-stimulation with 100 nM bafilomycin for 2 h before fixation and staining was performed. Representative images (**A**) of immunofluorescence-stained cells were taken. Formed p62/SQSTM1 dots per cell (**B**) were counted in randomly chosen Mode-K cells (*n* > 8). **C** AraC treatment increased LC3I/II conversion. Representative image of 4 independent experiments. Statistical comparison of the intensity of LC3 II bands from cells stimulated with bafilomycin and with versus without 48 h AraC was performed using the Wilcoxon matched-pairs signed rank test (*p* = 0,125). Proteins were extracted from Mode-K cells stimulated with 2.5 μM AraC for 24 and 48 h or left unstimulated. Additionally, the same setup was stimulated with 5 nM bafilomycin for 24 h. **D** Knockdown of *Atg16l1* severely impaired DNA damage-induced autophagy. Representative image of 3 independent experiments. Statistical comparison of the intensity of LC3 II bands from cells stimulated with bafilomycin, 48 h AraC treatment, and with versus without siRNA-guided knockdown of *Atg16l1* was performed using the Wilcoxon matched-pairs signed rank test (*p* = 0,25). Proteins were extracted from Mode-K cells. The cells were transfected either with siRNA against *Atg16l1* or, as a control, with scrambled siRNA. They were treated with 2.5 μM AraC for 24 h, 48 h, or left unstimulated. One group of unstimulated cells and 48 h AraC-stimulated cells was additionally co-stimulated with 10 nM bafilomycin. **E** Increased LC3I/II conversion, after siRNA-mediated downregulation of *Rnaseh2b*. Representative image of 2 independent experiments. Control Mode-K cells and CRISPR/Cas mediated *Atg16l1* KO Mode-K cells were treated with mock siRNA or siRNA *Rnaseh2b* for 24 h. **F**, **G** A Comet assay shows absence of Atg16l1 leads to an increased amount of DNA damage. Following 24 h of siRNA transfection, cells were stimulated with 2.5 µM AraC for 24 h, then a comet assay was conducted. The comet- and tail size was quantified. Tail size = comet size (total size) – head size (Average nuclear without tail), negative values were counted as 0. Data are shown as Median and were tested for statistical significance using an unpaired *t*-test. * *p* < 0.05, *** *p* < 0.001. Scale bar= 1000 μm. Ctrl = control, AraC = cytarabine, Bafi = bafilomycin.

### Epithelial *Atg16l1* is required for the DNA damage response and controls proliferation

To study the impact of epithelial ATG16L1-dependent autophagy on DNA damage in vivo, we generated conditional double knockout mice for *Atg16l1* and *Rnaseh2b* (termed hereafter: *Atg16l1/Rnaseh2b*^ΔIEC^ mice). Wildtype mice (hereafter: *Atg16l1/Rnaseh2b*^fl/fl^ mice) and single knockout animals (hereafter: *Atg16l1*^ΔIEC^ and *Rnaseh2b*^ΔIEC^ mice) served as controls. IEC death and inhibition of epithelial proliferation are phenotypic hallmarks of chronic DNA damage in *Rnaseh2b*^ΔIEC^ mice, linking DNA damage to epithelial stem cell function [6]. We used this model to study the function of autophagy during intestinal epithelial DNA damage, which we phenotyped in young (8-20 weeks) and aged (40-60 weeks) *Rnaseh2b*^ΔIEC^ and *Atg16l1/Rnaseh2b*^ΔIEC^ mice. First, we observed that epithelial *Atg16l1* deletion significantly increased epithelial DNA damage induced by *Rnaseh2b* deletion, as indicated by γ-H2AX labeling (Fig. 2A, B). Of note, we observed in some *Atg16l1*^ΔIEC^ mice indications of spontaneous DNA damage, which was however statistically not significant and might simply display a concomitant feature of spontaneous enteritis. We further noted that epithelial deletion of *Atg16l1* increased epithelial cell death, as indicated by TUNEL labeling in *Atg16l1/Rnaseh2b*^ΔIEC^ mice compared to *Rnaseh2b*^ΔIEC^ (Fig. 2C, D). More importantly, *Atg16l1/Rnaseh2b*^ΔIEC^ mice presented abolished epithelial proliferative arrest, as indicated by Ki-67 labeling (Fig. 2E, F). This phenotype in *Atg16l1/Rnaseh2b*^ΔIEC^ mice was associated with pronounced spontaneous chronic enteritis (Fig. 2G, H). To investigate whether increased intestinal epithelial proliferation is an epithelial-intrinsic mechanism, we performed organoid colony forming assays with indicated genotypes. Indeed, we observed a significant increase in organoid colonies Fig. 2I, J, L) and enlarged organoids (Fig. 2K, M) derived from *Atg16l1/Rnaseh2b*^ΔIEC^ compared to organoids from *Rnaseh2b*^ΔIEC^ mice. These data indicate that epithelial ATG16L1 protects against DNA damage and contributes to the suppression of epithelial proliferation under conditions of increased DNA damage.

**Fig. 2:**
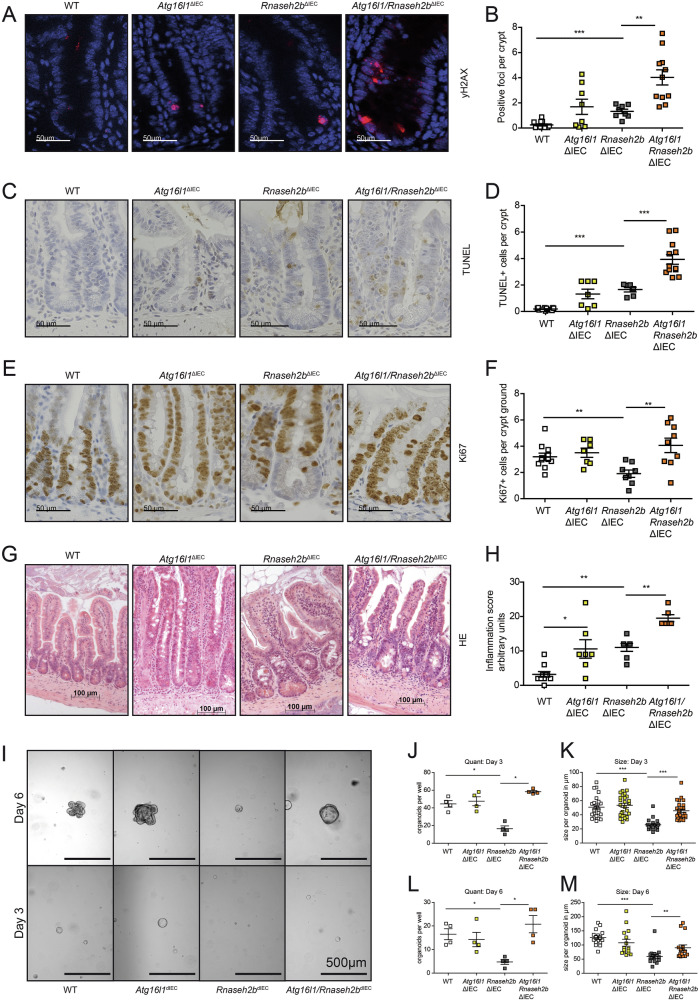
*Atg16l1* critically coordinates the epithelial DNA damage response and suppresses epithelial proliferation. **A**–**F** Immunohistology data and representative pictures of the small intestine of young (8 – 20 weeks) WT, *Atg16l1*^ΔIEC^, *Rnaseh2b*^ΔIEC^, and *Atg16l1/Rnaseh2b*^ΔIEC^ mice, stained for γ-H2Ax, TUNEL and Ki-67. Representative images (**A**) of γ-H2AX immunofluorescence staining (red) and corresponding statistics (**B**) of WT (*n* = 12; sex: 7 females, 5 males), *Atg16l1*^ΔIEC^ (*n* = 8; sex: 5 females, 3 males), *Rnaseh2b*^ΔIEC^ (*n* = 8; sex: 4 females, 4 males), and *Atg16l1/Rnaseh2b*^ΔIEC^ (*n* = 11, sex: 8 females, 3 males) mice display increased γ-H2AX positive foci per crypt in *Atg16l1/Rnaseh2b*^ΔIEC^ mice. Representative images (**C**) of TUNEL immunohistochemistry staining (brown) and corresponding statistics (**D**) of WT (*n* = 13; sex: 6 females, 7 males), *Atg16l1*^ΔIEC^ (*n* = 7; sex: 4 females, 3 males), *Rnaseh2b*^ΔIEC^ (*n* = 6; sex: 2 females, 4 males), and *Atg16l1/Rnaseh2b*^ΔIEC^ (*n* = 12; sex: 8 females, 4 males) mice display increased intestinal epithelial cell death in *Atg16l1/Rnaseh2b*^ΔIEC^ mice. Representative images (**E**) of Ki-67 immunohistochemistry staining (brown) and corresponding statistics of WT (*n* = 11; sex: 6 females, 5 males), *Atg16l1*^ΔIEC^ (*n* = 7; sex: 4 females, 3 males), *Rnaseh2b*^ΔIEC^ (*n* = 8; sex: 3 females, 5 males), and *Atg16l1/Rnaseh2b*^ΔIEC^ (n = 9; sex: 6 females, 3 males) mice display retained proliferation in *Atg16l1/Rnaseh2b*^ΔIEC^ mice in the intestinal stem cell compartment. Enteritis histology score of the small intestine. Representative images (**G**) of HE staining of the small intestine and corresponding statistics (**H**) of WT (*n* = 10; sex: 5 females, 5 males), *Atg16l1*^ΔIEC^ (*n* = 7; sex: 3 females, 4 males), *Rnaseh2b*^ΔIEC^ (*n* = 8; sex: 4 females, 4 males), and *Atg16l1/Rnaseh2b*^ΔIEC^ (*n* = 6; sex: 3 females, 3 males) mice display increased inflammation in *Atg16l1/Rnaseh2b*^ΔIEC^ mice. The Scale bar represents as indicated either 50 or 100 μm. Each data point corresponds to one animal, 50 crypts were evaluated per animal. Data are shown as mean ± SEM and were tested for statistical significance using non-parametric Mann-Whitney U test. Small intestinal organoids were generated from WT, *Atg16l1*^ΔIEC^, *Rnaseh2b*^ΔIEC^, and *Atg16l1/Rnaseh2b*^ΔIEC^ mice. Representative pictures (**I**) were taken on day three and day six after single cells were seeded out. The quantity of formed organoids per well (*n* = 4) was determined on day three (**J**) and six (**K**). The diameter of the biggest organoids of each well was determined on day three (**L**), including WT (*n* = 26), *Atg16l1*^ΔIEC^ (*n* = 19), *Rnaseh2b*^ΔIEC^ (*n* = 27), and *Atg16l1/Rnaseh2b*^ΔIEC^ (*n* = 27) organoids. The diameter of the biggest organoids in each well was determined on day six (M) including WT (*n* = 16), *Atg16l1*^ΔIEC^ (n = 16), *Rnaseh2b*^ΔIEC^ (*n* = 15), and *Atg16l1/Rnaseh2b*^ΔIEC^ (*n* = 16) organoids. This experiment was performed independently 3 times. Data are shown as mean ± SEM and were tested for statistical significance using non-parametric Mann-Whitney U test. For all the significance analysis: ns = not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

### DNA damage in *Atg16l1/Rnaseh2b*^ΔIEC^ mice does not instigate spontaneous carcinogenesis

Abrogated epithelial DNA damage response, meaning retained epithelial proliferation despite ongoing DNA damage, may evoke spontaneous carcinogenesis. In previous studies using the *Rnaseh2b*^ΔIEC^ mouse model, we demonstrated that dysfunction of both the p53 and *Xbp1* pathways critically contributes to spontaneous intestinal inflammation and carcinogenesis through a mechanism of unrestrained epithelial proliferation. Notably, this phenotype develops in an age-dependent manner with manifestation of tumors at an age of approximately 52 weeks. To investigate whether impaired DNA damage response in *Atg16l1/Rnaseh2b*^ΔIEC^ evokes spontaneous intestinal carcinogenesis, we assessed overall survival and spontaneous tumorigenesis in mice that were aged up to 52 weeks. Using Ki-67 staining of the small intestine, we could observe excessive epithelial proliferation in *Atg16l1/Rnaseh2b*^ΔIEC^, which was significantly augmented compared to *Rnaseh2b*^ΔIEC^ or *Atg16l1*^ΔIEC^ mice (Fig. 3A, B). Interestingly, we also observed increased cell death using TUNEL staining (Fig. 3C, D) and DNA damage using γ-H2AX staining (Fig. 3E, F), but these were not significantly increased in *Atg16l1/Rnaseh2b*^ΔIEC^ compared to *Rnaseh2b*^ΔIEC^ mice. However, in contrast to the loss of proliferative arrest, we surprisingly found that aged *Atg16l1/Rnaseh2b*^ΔIEC^ mice did not develop spontaneous intestinal tumors (Fig. 3G).

**Fig. 3:**
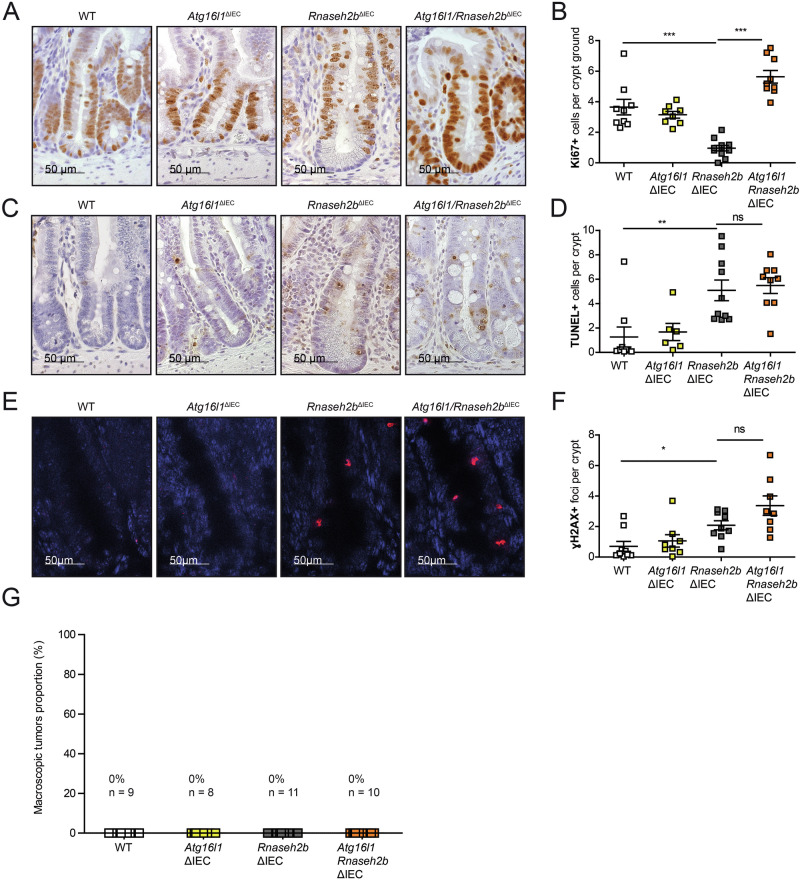
Increased proliferation in aged *Atg16l1/Rnaseh2b*^ΔIEC^ mice did not lead to intestinal tumors. **A**–**F** Immunohistology data and representative pictures of the small intestine of aged (40 – 62 weeks) of WT, *Atg16l1*^ΔIEC^, *Rnaseh2b*^ΔIEC^, and *Atg16l1/Rnaseh2b*^ΔIEC^ mice stained for γH2Ax, TUNEL, and Ki-67. Representative images (**A**) of Ki-67 immunohistochemistry staining (brown) and corresponding statistics (**B**) of WT (*n* = 9; sex: 5 females, 4 males), *Atg16l1*^ΔIEC^ (*n* = 8; sex: 5 females, 3 males), *Rnaseh2b*^ΔIEC^ (*n* = 11; sex: 2 females, 9 males), and *Atg16l1/Rnaseh2b*^ΔIEC^ (*n* = 9; sex: 9 males) mice. Representative images (**C**) of TUNEL immunohistochemistry staining (brown). And corresponding statistics (**D**) of WT (*n* = 9; sex: 5 females, 4 males), *Atg16l1*^ΔIEC^ (*n* = 6; sex: 3 females, 3 males), *Rnaseh2b*^ΔIEC^ (*n* = 10; sex: 2 females, 8 males), and *Atg16l1/Rnaseh2b*^ΔIEC^ (*n* = 9; sex: 9 males) mice. Representative images (**E**) of γ-H2AX immunofluorescence staining (red) and corresponding statistics (**F**) of WT (*n* = 9; sex: 5 females, 4 males), *Atg16l1*^ΔIEC^ (*n* = 8; sex: 4 females, 4 males), *Rnaseh2b*^ΔIEC^ (*n* = 10; sex: 2 females, 8 males), and *Atg16l1/Rnaseh2b*^ΔIEC^ (*n* = 9; sex: 9 males) mice. The scale bar represents either 50 or 100 μm. Each data point corresponds to one animal; 50 crypts were evaluated per animal. **G** None of the aged mice presented with tumors after macroscopic assessment of the whole intestine. For comparison, data from Aden et. al (*Rnaseh2b/Trp53*^ΔIEC^) and Welz et. al (*Xbp1/Rnaseh2b*^ΔIEC^) were included. Data are shown as mean ± SEM and were tested for statistical significance using non-parametric Mann-Whitney U test. ns = non-significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

### Loss of epithelial *Atg16l1* does not impair p53-driven DNA damage response

To investigate whether protection from intestinal carcinogenesis might be established due to a retained p53 response in autophagy-deficient intestinal epithelial cells, we assessed the induction of *Trp53* and downstream p53 target genes *Ccng1, Mdm2*. We first used ModeK cells silenced with siRNA (*Atg16l1* vs. Ctrl) and subsequent AraC treatment. In line with previous findings, AraC treatment induced *Trp53, Ccng1* and *Mdm2* expression upon DNA damage, which was comparable in ModeK cells with *Atg16l1* knockdown by siRNA (Fig. 4A–C). We confirmed this finding in *Atg16l1*-KO ModeK cells, in which we observed a similar activation of the p53 response compared to wildtype ModeK cells (Fig. 4D–F). The retained p53 response was further confirmed at the protein level, showing that AraC treatment led to, if anything, increased p21 protein expression in *Atg16l1*-KO ModeK cells (Fig. 4F). Interestingly, we observed decreased phosphorylation of ATM in *Atg16l1*-KO ModeK, which might point towards a direct interaction of ATG16L1 with the coordination of DNA damage responses (Fig. 4G). Lastly, we conducted RNA sequencing from intestinal organoids (*Rnaseh2b*^*fl/fl*^*, Atg16l1*^ΔIEC^*, Rnaseh2b*^ΔIEC^ *and Atg16l1/Rnaseh2b*^ΔIEC^). 

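RNA from small intestinal organoids, which are crypt-derived epithelial cultures grown in Matrigel, was sequenced as stranded mRNA libraries. The paper names the control *Rnaseh2b* fl/fl here and WT in its methods, and the sample labels describe it as carrying floxed alleles of both genes without Cre recombinase. The name WT is used here. The authors removed adapters with cutadapt, aligned the reads to GRCm38 with TopHat2, counted them per gene with HTSeq and analysed them with DESeq2. They deposited 18781 genes on a log2 scale, with values from -2.13 to 17.45 and 16.9% of them below 0. The paper's text does not name the transformation. Values of low genes are pulled together between libraries, with a median SD between libraries of 0.001 for genes between -3 and -2 and of 0.151 for genes between 6 and 7, so fold changes of low genes are understated. Read totals per library cannot be taken from these values, and the depth is unknown. The 12802 genes with a mean of at least 3.32 on the log2 scale, equal to 10 on the linear scale, were tested with limma in a single fit of all libraries, with Benjamini-Hochberg adjustment.

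*Atg16l1* (ENSMUSG00000026289) lies on chromosome 1 of GRCm38 from 87755870 to 87792428. Its value was 9.46 ± 0.05 (SD, n = 4) in WT, 9.52 ± 0.01 (SD, n = 2) in *Rnaseh2b* ΔIEC, 6.92 ± 0.29 (SD, n = 4) in *Atg16l1* ΔIEC and 8.39 ± 0.19 (SD, n = 4) in *Atg16l1/Rnaseh2b* ΔIEC organoids. The log2 fold change against WT was -2.54 (standard error 0.12, limma adjusted p = 1.6e-07) in *Atg16l1* ΔIEC and -1.07 (standard error 0.12, limma adjusted p = 0.00032) in *Atg16l1/Rnaseh2b* ΔIEC organoids. *Rnaseh2b* (ENSMUSG00000021932) lies on chromosome 14 from 62292589 to 62372992. Its value was 8.54 ± 0.13 (SD, n = 4) in WT, 8.62 ± 0.11 (SD, n = 4) in *Atg16l1* ΔIEC, 7.18 ± 0.04 (SD, n = 2) in *Rnaseh2b* ΔIEC and 7.81 ± 0.10 (SD, n = 4) in *Atg16l1/Rnaseh2b* ΔIEC organoids. The log2 fold change against WT was -1.36 (standard error 0.09, limma adjusted p = 3.5e-06) in *Rnaseh2b* ΔIEC and -0.73 (standard error 0.08, limma adjusted p = 0.00019) in *Atg16l1/Rnaseh2b* ΔIEC organoids. Each targeted gene was thus lower in every library in which it was deleted than in every WT library, and both were higher in *Atg16l1/Rnaseh2b* ΔIEC than in the single knockout organoids.

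**Figure D1:**
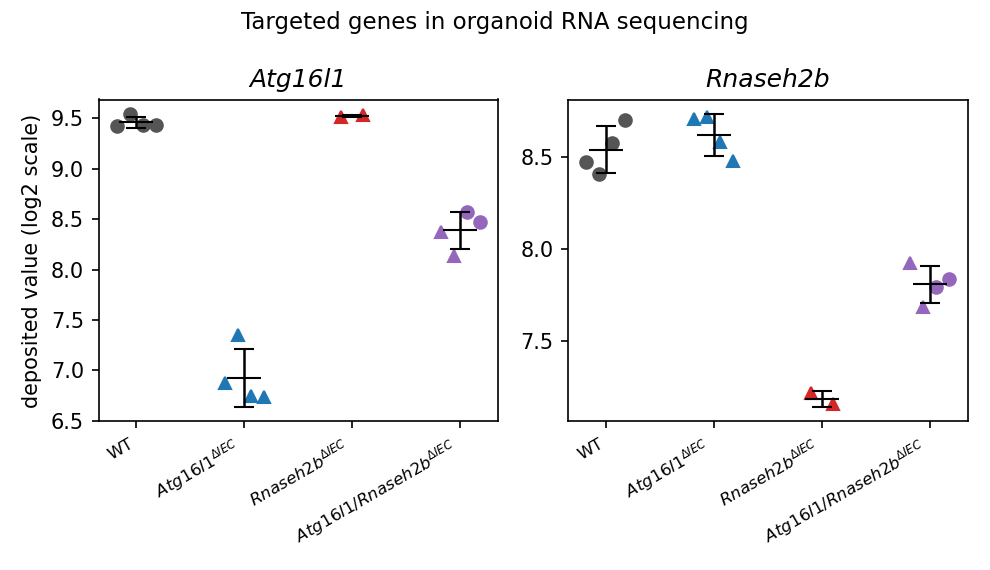
Deposited log2 values of *Atg16l1* and *Rnaseh2b* in each organoid library by genotype. Circles are lane 1 libraries, triangles lane 2 libraries, and black bars the mean with SD. *Atg16l1* averaged 6.92 in *Atg16l1* ΔIEC and 8.39 in *Atg16l1/Rnaseh2b* ΔIEC libraries, and *Rnaseh2b* averaged 7.18 in *Rnaseh2b* ΔIEC and 7.81 in *Atg16l1/Rnaseh2b* ΔIEC libraries.

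Against WT, 3424 genes changed in *Rnaseh2b* ΔIEC, 2450 in *Atg16l1* ΔIEC and 2063 in *Atg16l1/Rnaseh2b* ΔIEC organoids, and 3262 genes changed between *Atg16l1/Rnaseh2b* ΔIEC and *Rnaseh2b* ΔIEC organoids. The alternative that moved these counts most averaged the paired libraries 1 and 2, and 3 and 4, and was chosen after seeing the data. It left 0 genes in *Rnaseh2b* ΔIEC, 1 in *Atg16l1* ΔIEC and 0 in *Atg16l1/Rnaseh2b* ΔIEC organoids against WT and 0 between *Atg16l1/Rnaseh2b* ΔIEC and *Rnaseh2b* ΔIEC organoids, with 2103, 1579, 1311 and 2044 genes at an unadjusted p under 0.05. That fit is too small to judge the counts, since it leaves 1 value for *Rnaseh2b* ΔIEC organoids, and in it the deleted *Rnaseh2b* itself was not past the threshold in *Rnaseh2b* ΔIEC organoids, nor was either deleted gene in *Atg16l1/Rnaseh2b* ΔIEC organoids against WT. The count in *Atg16l1/Rnaseh2b* ΔIEC organoids also fell to 1012 without WT replicate 1, 1001 without WT replicate 2, 1289 without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 and 1355 without *Atg16l1/Rnaseh2b* ΔIEC replicate 2.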

To understand whether ATG16L1 deficiency affects p53 response in the context of the genetic model (*Atg16l1/Rnaseh2b*^ΔIEC^ vs. *Rnaseh2b*^ΔIEC^), we particularly assessed the expression of genes that we previously described to be uniquely regulated via p53, including *Ddit4l*. 

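*Ddit4l* (ENSMUSG00000046818), which lies on chromosome 3 of GRCm38 from 137621612 to 137628333, did not differ detectably between *Atg16l1/Rnaseh2b* ΔIEC and *Rnaseh2b* ΔIEC organoids, with a log2 fold change of 0.06 (standard error 0.10, 95% confidence interval -0.15 to 0.27, limma adjusted p = 0.69). It was -0.04 without *Rnaseh2b* ΔIEC replicate 2, -0.02 without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 and 0.16 without *Rnaseh2b* ΔIEC replicate 1, so its direction changed with the library left out. Over the 10 genes of Fig. 4H, the median log2 fold change of *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids was 0.08 (camera adjusted p = 0.25), and 0.05 without *Atg16l1/Rnaseh2b* ΔIEC replicate 3. Of these genes, 2 passed the threshold, both when adjusted over the list alone and over all genes tested. They were *Adcy1*, with a log2 fold change of 0.46 (standard error 0.15, limma adjusted p = 0.036), and *Zfp365*, with 0.21 (standard error 0.06, limma adjusted p = 0.02). Neither was past the threshold with lane as a covariate, whereas *Fam212b* passed it then, with 0.43, against 0.21 (limma adjusted p = 0.29) without the covariate. *Adcy1* was also no longer past it without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 (0.39) or replicate 3 (0.46). Because the study displayed these genes from the same libraries, the count over the list alone is not independent evidence. Only lane 2 held both genotypes, and within it the median of the list was 0.02.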

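*Ano3* (ENSMUSG00000074968, chromosome 2 of GRCm38, 110655201 to 110950923) had a value of 5.34 ± 0.13 (SD, n = 4) in WT, 5.33 ± 0.06 (SD, n = 4) in *Atg16l1* ΔIEC, 6.34 ± 0.04 (SD, n = 2) in *Rnaseh2b* ΔIEC and 6.43 ± 0.22 (SD, n = 4) in *Atg16l1/Rnaseh2b* ΔIEC organoids. Its log2 fold change against WT was 1.00 (standard error 0.12, limma adjusted p = 0.00011) in *Rnaseh2b* ΔIEC and 1.10 (standard error 0.09, limma adjusted p = 8.4e-05) in *Atg16l1/Rnaseh2b* ΔIEC organoids. *Fam212b*, listed as *Inka2* in GENCODE M21 (ENSMUSG00000048458, chromosome 3, 105704599 to 105720842), averaged 6.83 ± 0.12 (SD, n = 4) in WT, 7.35 ± 0.04 (SD, n = 2) in *Rnaseh2b* ΔIEC and 7.56 ± 0.27 (SD, n = 4) in *Atg16l1/Rnaseh2b* ΔIEC organoids. Its log2 fold change was 0.52 (standard error 0.14, limma adjusted p = 0.014) in *Rnaseh2b* ΔIEC and 0.73 (standard error 0.11, limma adjusted p = 0.002) in *Atg16l1/Rnaseh2b* ΔIEC organoids. *Ddit4l* averaged 6.36 ± 0.10 (SD, n = 4) in WT, 6.76 ± 0.14 (SD, n = 2) in *Rnaseh2b* ΔIEC and 6.82 ± 0.16 (SD, n = 4) in *Atg16l1/Rnaseh2b* ΔIEC organoids, with a log2 fold change of 0.40 (standard error 0.10, limma adjusted p = 0.0084) and 0.46 (standard error 0.08, limma adjusted p = 0.0033), respectively.

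For each of these genes, every *Rnaseh2b* ΔIEC and every *Atg16l1/Rnaseh2b* ΔIEC library lay above every WT library (exact permutation test, two-sided p = 0.067 for *Rnaseh2b* ΔIEC and 0.029 for *Atg16l1/Rnaseh2b* ΔIEC, the smallest these numbers of libraries allow). That test treats single libraries as exchangeable, although libraries of a genotype deviated in pairs, so these p-values overstate the evidence. In *Atg16l1* ΔIEC organoids the log2 fold changes of *Ano3*, *Fam212b* and *Ddit4l* against WT were -0.01, 0.02 and 0.00 (limma adjusted p = 0.97, 0.92 and 0.97). With lane as a covariate, whose effect is estimated from the *Atg16l1/Rnaseh2b* ΔIEC libraries alone, the log2 fold change in *Rnaseh2b* ΔIEC was 1.22 for *Ano3*, which stayed past the threshold. It was 0.07 for *Fam212b* and 0.19 for *Ddit4l*, which did not. As lane is also pair and sex in the *Atg16l1/Rnaseh2b* ΔIEC libraries, this fit cannot tell a lane effect from a difference between those pairs. In *Atg16l1/Rnaseh2b* ΔIEC organoids all 3 genes stayed past the threshold with this covariate.

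**Figure D2:**
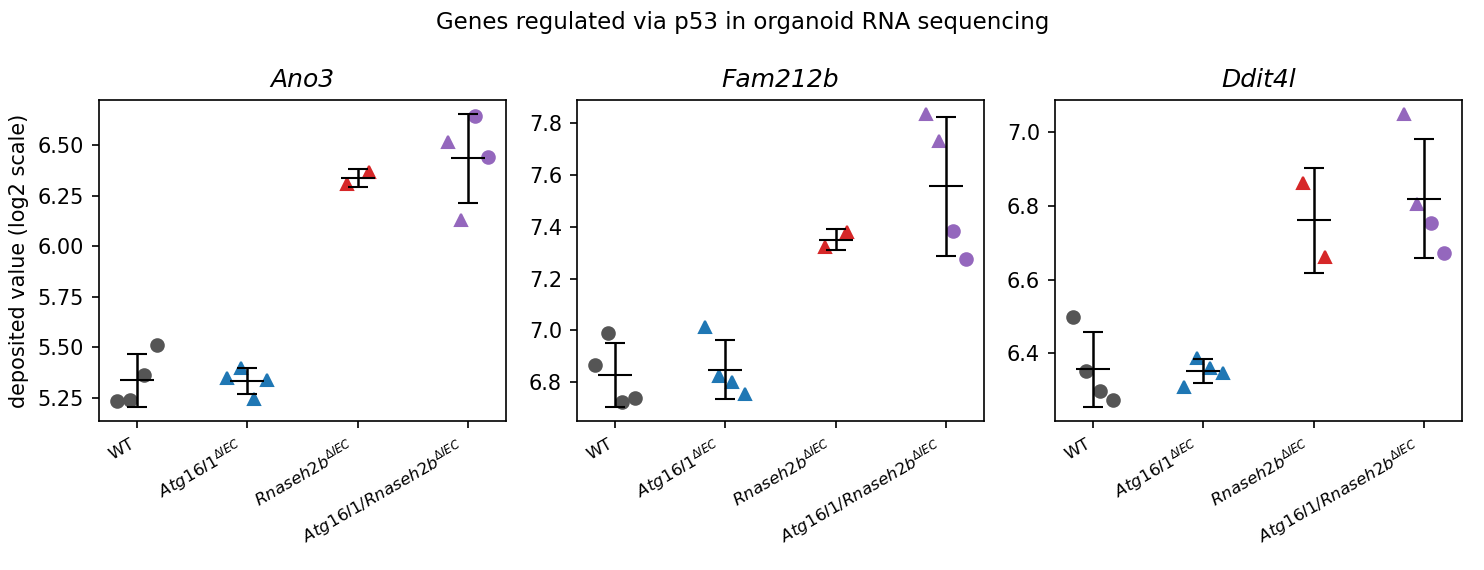
Deposited log2 values of *Ano3*, *Fam212b* and *Ddit4l* in each organoid library by genotype. Circles are lane 1 libraries, triangles lane 2 libraries, and black bars the mean with SD. *Ano3* averaged 5.34 in WT, 6.34 in *Rnaseh2b* ΔIEC and 6.43 in *Atg16l1/Rnaseh2b* ΔIEC libraries.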

In line with previous findings, we observed upregulation of the genes *Ano3, Fam212b* and *Ddit4L* in *Rnaseh2b*^ΔIEC^ and in *Atg16l1/Rnaseh2b*^ΔIEC^ organoids (Fig. 4H). Hence, our data indicate that the impairment of autophagy does not affect the p53 response in IEC, which might explain the loss of tumor manifestation in *Atg16l1/Rnaseh2b*^ΔIEC^ mice.

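A list of 26 p53 target genes, fixed beforehand, was used beside the genes of Fig. 4H. Its median log2 fold change was 0.09 in *Atg16l1/Rnaseh2b* ΔIEC against WT organoids (camera adjusted p = 0.0055) and 0.15 in *Rnaseh2b* ΔIEC against WT organoids (camera adjusted p = 0.12). The first was 0.06 without *Atg16l1/Rnaseh2b* ΔIEC replicate 1, and the second 0.01 with lane as a covariate. In *Atg16l1/Rnaseh2b* ΔIEC against WT organoids 17 of the 26 genes were higher, and 8 passed the threshold over all genes tested, against 11 when adjusted over the list alone. In *Rnaseh2b* ΔIEC against WT organoids 15 were higher, and 16 passed over all genes tested (12 upward and 4 downward), against 20 over the list alone. Between *Atg16l1/Rnaseh2b* ΔIEC and *Rnaseh2b* ΔIEC organoids the median was 0.05 (camera adjusted p = 0.65), and 4 genes passed the threshold, 2 in each direction. Between *Atg16l1/Rnaseh2b* ΔIEC and *Atg16l1* ΔIEC organoids the median was 0.15 (20 of 26 higher, camera adjusted p = 0.00048). There 12 genes passed the threshold upward and 1 downward, and the median was 0.22 with lane as a covariate. In *Atg16l1* ΔIEC against WT organoids, which also differ in lane, the median was -0.01 (camera adjusted p = 0.42). Of the 26 genes 10 passed the threshold in that comparison, 3 upward and 7 downward. Low values in *Atg16l1* ΔIEC organoids may thus add to the difference of *Atg16l1/Rnaseh2b* ΔIEC from *Atg16l1* ΔIEC organoids. The test of whether the effect of *Rnaseh2b* deletion differed with *Atg16l1* gave a median of 0.10 over the list (camera adjusted p = 0.42), with 9 genes past the threshold upward and 6 downward. The median between *Atg16l1/Rnaseh2b* ΔIEC and *Rnaseh2b* ΔIEC organoids was 0.02 without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 and 0.03 without *Rnaseh2b* ΔIEC replicate 2. With lane as a covariate, the test of the difference in effect passed, with a median of 0.18. With the estimated correlation between genes in place of the preset 0.01, none of the 60 list tests passed, and 6 had an unadjusted p under 0.05. With fry, the p53 list kept its call in *Atg16l1/Rnaseh2b* ΔIEC and also passed in *Rnaseh2b* ΔIEC against WT organoids.

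Among individual targets, *Ccng1* rose by a log2 fold change of 0.28 (standard error 0.08, limma adjusted p = 0.018) in *Rnaseh2b* ΔIEC and 0.41 (standard error 0.06, limma adjusted p = 0.0021) in *Atg16l1/Rnaseh2b* ΔIEC organoids against WT. *Mdm2* rose by 0.16 (standard error 0.06, limma adjusted p = 0.054) and 0.23 (standard error 0.05, limma adjusted p = 0.0062), respectively. In *Rnaseh2b* ΔIEC organoids the *Mdm2* value passed the threshold in a fit of only the groups compared and without WT replicate 3 (0.19), and was 0.02 and not past it with lane as a covariate. Every *Rnaseh2b* ΔIEC and *Atg16l1/Rnaseh2b* ΔIEC library lay above every WT library for both genes. Neither gene was past the threshold between *Atg16l1/Rnaseh2b* ΔIEC and *Rnaseh2b* ΔIEC organoids (limma adjusted p = 0.25 and 0.32). Fitted with lane as a covariate, *Ccng1* was at 0.00 in *Rnaseh2b* ΔIEC against WT and higher in *Atg16l1/Rnaseh2b* ΔIEC than in *Rnaseh2b* ΔIEC organoids (0.27, past the threshold). In that fit the lane effect is also the difference between the *Atg16l1/Rnaseh2b* ΔIEC pairs, so a cause in the lanes is not shown. Between *Atg16l1* ΔIEC organoids, all in lane 2, and WT organoids, all in lane 1, *Ccng1* and *Mdm2* each differed by -0.01. *Cdkn1a*, which encodes p21, changed by -0.01 in *Rnaseh2b* ΔIEC and -0.12 in *Atg16l1/Rnaseh2b* ΔIEC organoids against WT (limma adjusted p = 0.94 and 0.33). *Trp53* itself changed by -0.03 and 0.13 (limma adjusted p = 0.73 and 0.075), and between *Atg16l1/Rnaseh2b* ΔIEC and *Rnaseh2b* ΔIEC organoids by 0.16 (limma adjusted p = 0.057), which passed the threshold with lane as a covariate (0.22). From its organoid and cell line data, the paper concludes that impaired autophagy leaves the p53 response of intestinal epithelial cells unaffected, and proposes this as an explanation for the absence of tumors in *Atg16l1/Rnaseh2b* ΔIEC mice.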

**Fig. 4:**
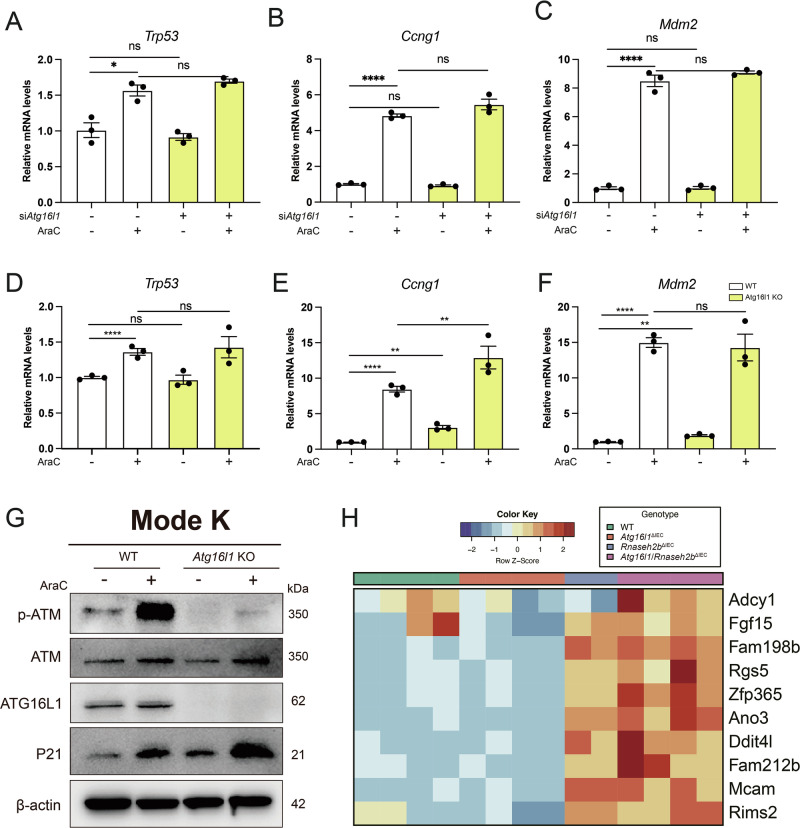
*Atg16l1* deficiency did not impair p53 response to DNA damage. **A**–**C** Mode-K cells were transfected with either siRNA against *Atg16l1* or control siRNA and stimulated for 24 h with 2.5 μM AraC. Gene expression of *Trp53*, *Ccng1*, *Mdm2* validated by Taqman assay. **D**–**F** Mode-K WT or *Atg16l1* knockout cells stimulated for 24 h with 2.5 μM AraC. Gene expression of *Trp53*, *Ccng1*, *Mdm2* validated by Taqman assay. Representative of a minimum of 3 individual experiments with 3 technical replicates. Data are shown as mean with ± SEM and were tested for statistical significance using unpaired Student’s *t*-test. **G** Mode-K WT or *Atg16l1* knockout cells stimulated for 24 h with 2.5 μM AraC, protein levels measured by Western Blot assay. **H** RNA-sequencing analysis in organoids isolated from WT*, Atg16l1*^ΔIEC^*, Rnaseh2b*^ΔIEC^*, Rnaseh2b/Atg16l1*^ΔIEC^ mice, p53 pathway related genes were clustered using a heatmap. Color code base on z-score. For all the significance analysis: ns = not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

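For the heatmap genes, z-scores were computed here over the 14 libraries and averaged by genotype. The mean z-score in *Atg16l1/Rnaseh2b* ΔIEC organoids lay between 0.55 for *Fgf15* and 1.32 for *Zfp365*. In *Rnaseh2b* ΔIEC organoids it was above 0 for 9 of the 10 genes and -0.70 for *Adcy1*. *Fgf15* had a mean z-score of 0.12 in WT, and its log2 fold change against WT was not past the threshold in *Rnaseh2b* ΔIEC (0.08, limma adjusted p = 0.55) or *Atg16l1/Rnaseh2b* ΔIEC organoids (0.06, limma adjusted p = 0.61). Against WT, 8 of the 10 genes were past the threshold and higher in *Rnaseh2b* ΔIEC, and 8 in *Atg16l1/Rnaseh2b* ΔIEC organoids. In *Atg16l1* ΔIEC organoids 0 were past it, with 2 at an unadjusted p under 0.05. The median log2 fold change of the 10 genes was 0.49 in *Rnaseh2b* ΔIEC (9 of 10 higher, camera adjusted p = 0.00015), 0.51 in *Atg16l1/Rnaseh2b* ΔIEC (10 of 10 higher, camera adjusted p = 1.3e-09) and -0.04 in *Atg16l1* ΔIEC against WT organoids (2 of 10 higher, camera adjusted p = 0.35). The last ranged from -0.06 without WT replicate 2 to -0.01 without *Atg16l1* ΔIEC replicate 4. Between *Atg16l1/Rnaseh2b* ΔIEC and *Atg16l1* ΔIEC organoids it was 0.62 (camera adjusted p = 1.3e-09). Because the study displayed these genes from the same libraries, these list tests are not independent evidence. With the estimated correlation between genes, 0.23, in place of the preset 0.01, none passed. The camera adjusted p was then 0.32 in *Rnaseh2b* ΔIEC and 0.078 in *Atg16l1/Rnaseh2b* ΔIEC against WT organoids.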

### Epithelial deficiency of *Atg16l1* and *Xbp1* cooperatively fuel DNA damage

In earlier studies, we have shown that *Xbp1/Rnaseh2b*^ΔIEC^ exhibit increased intestinal epithelial DNA damage as well as increased stem cell proliferation compared to *Rnaseh2b*^ΔIEC^ mice, and 48% of these mice develop intestinal tumor,s which are largely adenocarcinomas [15]. As shown before, *Atg16l1/Rnaseh2b*^ΔIEC^ mice showed increased intestinal epithelial DNA damage as well as increased stem cell proliferation. However, in contrast to *Xbp1/Rnaseh2b*^ΔIEC^ mice, *Atg16l1/Rnaseh2b*^ΔIEC^ mice do not spontaneously develop intestinal adenocarcinomas. As the compensatory interplay between ATG16L1-mediated autophagy and ER stress resolution have been shown to be crucially involved in Paneth cell homeostasis in the disease pathophysiology of small intestinal inflammation and likely CD [8], we wondered whether this effect might also play a role in DNA damage-induced stem cell function and carcinogenesis. To test this hypothesis, we generated triple knockout mice carrying an epithelial-specific deletion of *Atg16l1*, *Xbp1* and *Rnaseh2b* (hereafter: *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice). Again, we compared the degree of DNA damage (γ-H2AX), epithelial cell death (TUNEL) and epithelial proliferation (Ki-67, BrdU) in young (8-15 weeks) *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice and compared their phenotype to double mutant controls (i.e., *Xbp1/Rnaseh2b*^ΔIEC^, *Atg16l1/Rnaseh2b*^ΔIEC^) or single knockout mice (*Rnaseh2b*^ΔIEC^). We observed that young triple knockout mice exhibited augmented DNA damage, IEC death and even higher increase of epithelial proliferation in the small intestinal epithelial crypt region (Fig. S1).

### Epithelial deficiency of *Atg16l1* and *Xbp1* promotes DNA damage-induced carcinogenesis by impairing Ddit4l

We next tested on the molecular level whether co-deletion of *Atg16l1* and *Xbp1* impairs Ddit4l expression in response to DNA damage by using two in vitro models. First, we manipulated ModeK cells (WT vs. i*Xbp1*) with siRNA (*Atg16l1* vs. Ctrl) to generate double-deficient ModeK cells for *Atg16l1* and *Xbp1* and stimulated the cells with AraC. We observed that AraC-induced expression of the p53 target genes *Ccng1, Mdm2* and *Ddit4l* was significantly reduced in *Atg16l1*/*Xbp1* double-deficient ModeK cells (Fig. 5A–C). In addition, we stimulated murine small intestinal organoids (WT, *Atg161l*^*ΔIEC*^*, Xbp1*^*ΔIEC*^*, Atg16l1/Xbp1*^*ΔIEC*^) with or without AraC and again assessed the expression of *Ccng1, Mdm2* and *Ddit4l*. Thus, we confirmed at the molecular level the reduced p53-response in *Atg16l1*/*Xbp1* double-deficient intestinal organoids (Fig. 5D–F). To further investigate the consequences in vivo, we aged *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice (and respective controls) up to 72 weeks. *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice retained the epithelial phenotype in terms of epithelial DNA damage (Fig. 5G, H), IEC death (Fig. 5I, J) and increased Ki-67 (Fig. 5K, L) and BrdU-staining (Fig. 5I, M, N) when compared to and *Xbp1/Rnaseh2b*^ΔIEC^ mice. In addition, we observed increased small intestinal enteritis score in *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^, compared to *Xbp1/Rnaseh2b*^ΔIEC^ (Fig. 5O, P).

**Fig. 5:**
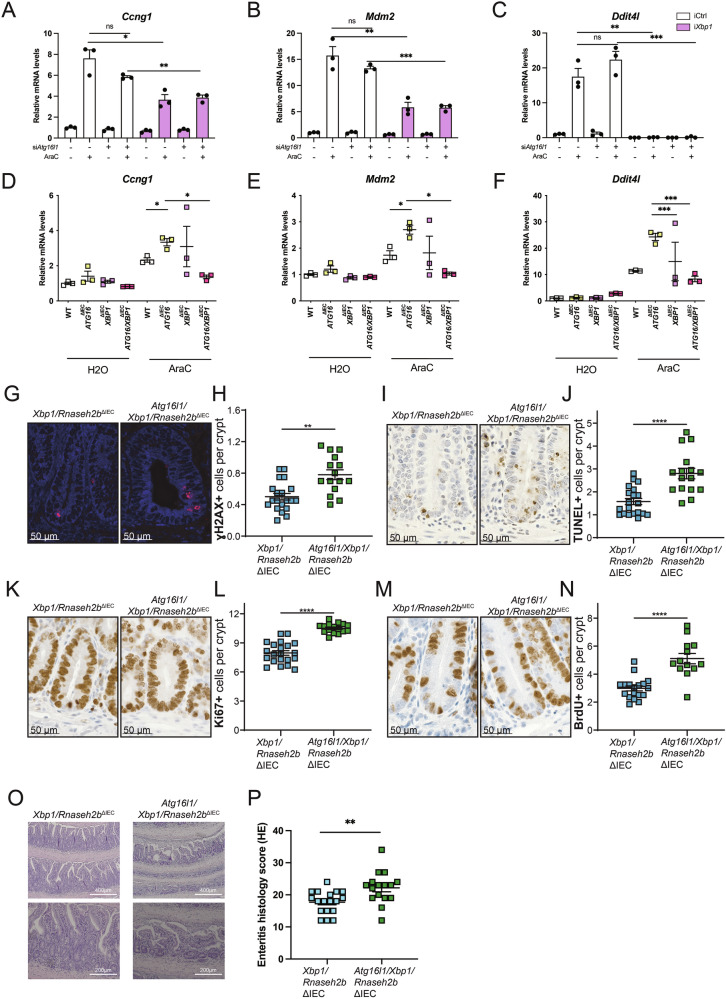
Cooperative effects of ATG16L1 and XBP1 deficiency in promoting DNA damage response and proliferation. **A**–**C** Mode-K cells with Xbp1 deficiency treated with 2,5 μM AraC for 25 h, gene expression of *Ccng1*, *Mdm2*, *Ddit4l* measured by Taqman assay. Representative of a minimum of 3 individual experiments with 3 technical replicates. **D**–**F** SI organoids isolated from WT*, Atg16l1*^ΔIEC^*, Xbp1*^ΔIEC^*, Atg16l1/Xbp1*^ΔIEC^ mice stimulated with 2.5 μM AraC for 24 h, gene expression of *Ccng1*, *Mdm2*, *Ddit4l* measured by Taqman assay. Representative of a minimum of 3 individual experiments with 3 technical replicates. Data are shown as mean with ± SEM and were tested for statistical significance using unpaired Student’s *t*-test. **G–P** Immunohistology data and representative pictures of aged (52 weeks – 72 weeks) *Xbp1/Rnaseh*2b^ΔIEC^ (*n* = 18; Sex: 9 females, 9 males; Age: Ø = 62 weeks) and *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ (*n* = 16; Sex: 7 females, 9 males; Age: Ø = 58 weeks) mice. Small intestinal epithelium stained for γH2Ax (G, H), TUNEL (**I**, J), Ki-67 (**K**, **L**) and BrdU (**M**, **N**). For BrdU staining, fewer mice were analyzed since the required in vivo BrdU injection was not performed. Each data point corresponds to one animal, 24 crypts were evaluated per animal. In every crypt, the bottom 12 cells were accessed. Data are expressed as mean with standard error of the mean. Significance was determined using Mann-Whitney-Test. **O**, **P** Enteritis histology score of the small intestine. Representative images (**O**) of the small intestine and corresponding statistics (P). For all the significance analysis: ns = not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

More importantly, we noted that aged *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice spontaneously presented with nearly complete penetrance of small intestinal tumors (95.0%), when compared to *Xbp1/Rnaseh2b*^ΔIEC^ mice (61.7%) (Fig. 6A). Although differences in the colon were less pronounced, we also noted colonic tumors in aged *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice (20.0%), when compared to aged *Xbp1/Rnaseh2b*^ΔIEC^ mice (2.13%) (Fig. 6B). Increased prevalence of small intestinal and colonic tumors resulted in decreased survival of *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice (Fig. 6C). A group of 14 *Xbp1/Rnaseh2b*^ΔIEC^ mice and 10 *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice were histopathologically analyzed, which confirmed that both genotypes largely developed adenocarcinomas (Fig. 6D, E). Adenocarcinomas from *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice were not more dedifferentiated than those from *Xbp1/Rnaseh2b*^ΔIEC^ mice. In fact, mice with functional autophagy even displayed a tendency to develop more dedifferentiated carcinomas, as we found more high-grade adenocarcinomas in *Xbp1/Rnaseh2b*^ΔIEC^ mice compared to *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice (Fig. 6D, E).

**Fig. 6:**
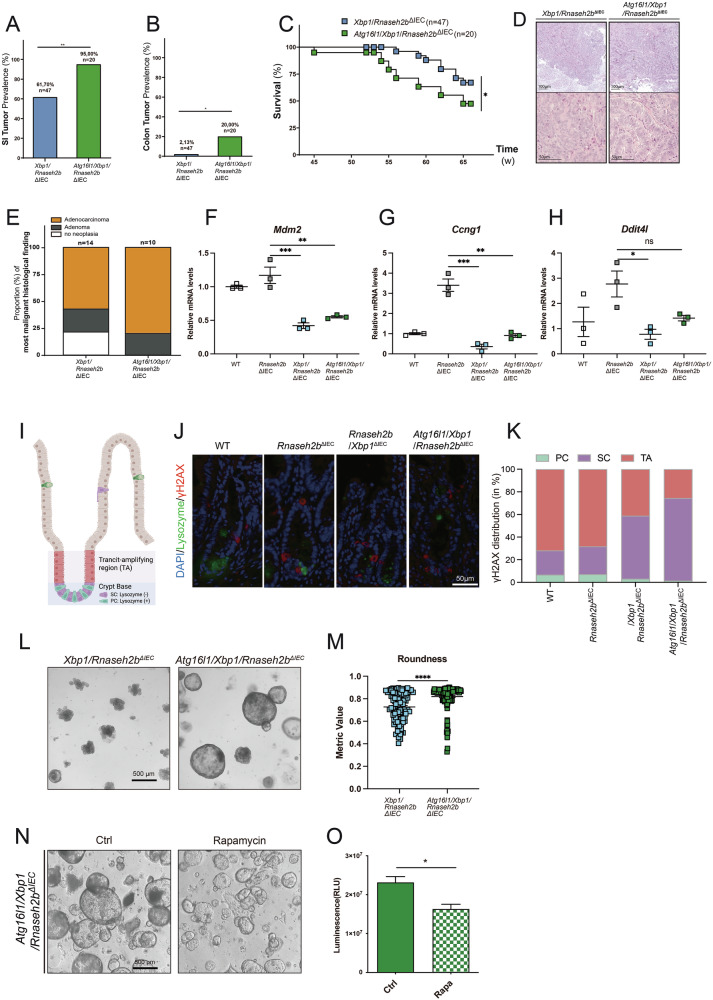
*Atg16l1* deficiency fuels induction of intestinal adenocarcinoma. **A**, **B** Prevalence of small intestinal (**I**) and colonic (**J**) tumors in aged (52 weeks–72 weeks) *Xbp1/Rnaseh2b*^ΔIEC^ (*n* = 47; sex: 26 females, 21 males; Age: Ø = 59,2 weeks) and *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ (*n* = 20; sex: 10 females, 10 males; Age: Ø = 58,5 weeks) mice. Significance was determined using a two-sided Fisher’s exact test: ns = not significant. **C** Survival (K) of aged (max. 65 weeks) *Xbp1/Rnaseh2b*^ΔIEC^ (*n* = 21; Sex: 9 females, 12 males; Age: Ø=64,7 weeks) and *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ (*n* = 13; Sex: 8 females, 5 males; Age: Ø=61,7 weeks) mice. Significance was determined using the log-rank test based on Kaplan-Meier analysis. Histopathological grading of small intestinal tumors of aged (52 - 72 weeks) *Xbp1/Rnaseh2b*^ΔIEC^ (*n* = 14; Sex: 5 females, 9 males; Age: Ø = 65,6 weeks) and *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ (*n* = 10; Sex: 5 females, 5 males; Age: Ø = 63,3 weeks) mice: Grading of the most malignant histological finding per mouse (**D**) and representative pictures (**E**) of stated histopathological grading (HE). **F**–**H** The gene expressions of *Ccng1*, *Mdm2*, and *Ddit4l* in the small intestine tissues of aged WT*, Rnaseh2b*^ΔIEC^*, Rnaseh2b/Atg16l1*^ΔIEC^*, Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice (*n* = 3 each genotype) were detected by Taqman assay. Data are shown as mean with ± SEM. Significance was determined using an unpaired student’s *t* test. **I**–**K** Co-immunofluorescence staining of γH2AX and lysozyme was performed on intestinal sections from WT (*n* = 6)*, Rnaseh2b*^*ΔIEC*^ (*n* = 6)*, Rnaseh2b/Atg16l1*^ΔIEC^ (*n* = 6)*, Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice (*n* = 5). Crypt regions were segmented into transit-amplifying (TA) zone and basal zone. Lysozyme expression was used to distinguish Paneth cells (lysozyme +) from intestinal stem cells (lysozyme-) in the basal region. Crypts exhibiting γH2AX+ nuclei were quantified. The proportions of γH2AX+ cells within each cell type and zone were calculated based on the total number of cells analyzed. Scale bar = 50 μm. **L**, **M** Roundness analysis from organoids. Significance of was determined using unpaired student’s t test. N-O: (N) CellTiter-Glo assay (**O**) and representative images (N) (scale bar = 500 μm) of *Atg16l1*/*Xbp1*/*Rnaseh2b*^ΔIEC^ small-intestinal organoids stimulated with Control (DMSO) or 1 μmol/L rapamycin for 72 h. Representative of a minimum of 3 individual experiments with 3 technical replicates. Data are shown as mean with ± SEM. Significance of was determined using unpaired student’s *t* test. For all the significance analysis: ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We further confirmed decreased p53 response in *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ via qRT-PCR of small intestinal tissue section, where we observed significant reduction in p53 pathway genes while *Ddit4l* level also reduced (*p* = 0.06) (Fig. 6F–H).

To investigate how DNA damage differentially affects distinct cell types within the intestinal crypt, we conducted co-staining of γH2AX and lysozyme. Compared to WT and *Rnaseh2b*^ΔIEC^, *Atg16l1*/*Rnaseh2b*^ΔIEC^ mice exhibited predominant γ-H2AX⁺ nuclei in the basal zone of the crypts. Among crypt basal cells, lysozyme-negative intestinal stem cells showed higher levels of γ-H2AX staining, while very few lysozyme⁺ Paneth cells were γ-H2AX-positive, suggesting that stem cells exhibit heightened DNA damage responses. This pattern was especially pronounced in the *Atg16l1*/*Xbp1*/*Rnaseh2b*^ΔIEC^ group, highlighting a synergistic role of ATG16 L1 deficiency in damaging the stem cell compartment (Fig. 6I–K). To recapitulate the observed in vivo phenotype in vitro, we generated intestinal organoids from indicated genotypes and conducted an automated roundness analysis score, in which we observed significantly increased roundness as a metric of unrestrained proliferation in *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^-derived organoids (Fig. 6L, M). Lastly, we tested the hypothesis that the loss of *Ddit4l* expression in *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice might provide a therapeutic intervention point. We therefore stimulated *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^-derived organoids with or without rapamycin. Using CellTiter-Glo assay, we observed that rapamycin led to a significant reduction of organoid survival (Fig. 6N, O). Altogether, these data indicate that the loss of *Xbp1* and *Atg16l1* synergistically contributes to the initiation of intestinal carcinogenesis driven by RER deficiency. This effect is to a great extent mediated via the suppression of *Ddit4l*, which highlights the role of the mTOR pathway in this genetic model of transcription-associated mutagenesis.

## Discussion

Small bowel adenocarcinoma (SBA) is a rare long-term disease complication of IBD patients with currently limited therapeutic options. The clear association of SBA incidence with the presence of complicating (structuring, penetrating) IBD phenotype underscores a putative function of disease-relevant pathophysiological pathways in the malignant transformation. Transcription-associated mutagenesis describes a mechanism of the constant acquisition of DNA mutations due to misled incorporation of ribonucleotides into the genome. Upon dysfunction of RNase H2, compensatory TOP1-mediated DNA repair thereby instigates indel (insertion-deletion mutations) formation, which generates a mutational susceptibility landscape for carcinogenesis [29]. Chronic inflammation provides an essential driving force of transcription-associated mutagenesis as high epithelial turnover is needed to cope with barrier breaches in the intestinal mucosa. In this study, we assessed the interplay of two well-described IBD risk genes, *Atg16l1* and *Xbp1*, in the coordination of DNA repair in the intestinal epithelium. We demonstrated that DNA damage, induced either genetically by *Rnaseh2b* deletion or chemically by AraC treatment, activates autophagy in the intestinal epithelium in an ATG16L1-dependent manner. In mice, inhibition of autophagy through *Atg16l1* deletion increases DNA damage caused by defective ribonucleotide excision repair (RER) in the intestinal epithelium, as evidenced by γ-H2AX staining in mice and comet-assays in vitro, the latter providing a more direct measure of accumulated DNA damage at the cellular level. These findings underscore that autophagy has a key regulatory role in the initial DNA damage responses in the intestinal epithelium. This proliferative arrest in intestinal stem cells with defective RER was abolished upon epithelial deletion of *Atg16l1*. Instead of the proliferative arrest, we observed drastically increased levels of epithelial cell death, especially in the small intestine. Our data thereby strongly indicate that the increased epithelial proliferation was at least partially driven by effects of the epithelial intrinsic *Atg16l1* deletion underscoring the crucial role of autophagy-dependent stem cell control in response to DNA damage. As mentioned before, key molecular events for the development of invasive lesions of the intestine, such as chromosomal instability (CIN), microsatellite instability (MSI), CpG island methylator phenotype (CIMP) and mutations in driver genes such as *APC, KRAS, TP53, PIK3CA*, and *SMAD4*, are present in the development of sporadic CRC as well as inflammation-driven CRC. What distinguishes the two types is the differing timing of these events and the relative impact, as illustrated by mutations in the *TP53* tumor suppressor, which are found in nearly 70% of IBD-associated SBA patients [13]. Notably, in both double knockout mice, such as in *Atg16l1/Rnaseh2b*^ΔIEC^ and *Xbp1/Rnaseh2b*^ΔIEC^ mice, we simultaneously observed increased proliferation and cell death. However, deletion of *Atg16l1* and *Rnaseh2b* was not sufficient to elicit age-dependent spontaneous carcinogenesis, as it has been shown previously for *Xbp1/Rnaseh2b*^ΔIEC^ and *Trp53/Rnaseh2b*^ΔIEC^. Thus, dysfunctional autophagy alone is not enough to drive DNA-damaged cells into malignant transformation of *Atg16l1/Rnaseh2b*^ΔIEC^ mice. In line with this finding, we observed that p53-dependent transcriptional activity was still retained in *Atg16l1/Rnaseh2b*^ΔIEC^ IECs, which putatively explains the lack of malignant transformation. Following the hypothesis of cross-regulatory compensation of autophagy and ER stress, which has already been shown in the context of small intestinal inflammation, we assessed this interplay in the context of cancer development. We surprisingly found that the deletion of *Atg16l1* led to a significantly increased tumor prevalence in *Atg16l1/Xbp1/Rnaseh2b*^ΔIEC^ mice (no functional autophagy present to compensate for defective UPR) compared to *Xbp1/Rnaseh2b*^ΔIEC^ mice (autophagy compensates for the defective UPR) of the same age. Interestingly, we observed more pronounced effects in the small intestine compared to the colon. This regional disparity is not unprecedented and has been reported in established models such as the *Apc*^Min/+^ mouse, which develops markedly more polyps in the small intestine than in the colon [30]. Several factors may underlie this difference, including regional variation in Wnt signaling activity, epithelial turnover, and stem cell distribution [31] as well as distinct microbial and immune landscapes along the gut [32]. These intrinsic differences may render the small intestine more susceptible to certain oncogenic or inflammatory stimuli and should be considered when interpreting region-specific phenotypes. At the molecular level, we provide evidence that impairment of autophagy provides an additional p53-independent tipping point to fuel the induction of adenocarcinoma in the context of transcription-associated mutagenesis and impaired p53 tumor suppression. In IBD, the interplay between *XBP1* and *ATG16L1* is crucial for maintaining ER homeostasis, and dysfunctions of this interaction can lead to cell death and severe intestinal inflammation. Our data suggest that this interplay not only substantially contributes to gut epithelial homeostasis during inflammation but is also critically involved in transcription-associated carcinogenesis.

Carcinogenesis is a highly complex process that consists of many different hallmarks. Yet, it can be simplified into 4 stages: Initiation, malignant transformation, and progression. It is widely established that autophagy has a paradoxical and dualistic impact on carcinogenesis depending on the stage of disease [33, 34]. In particular, it is important to distinguish between the effects of autophagy on the emergence of malignant cells (consisting of initiation, promotion, and malignant transformation) and the progression of already existing malignant cells. Previous studies reported that the dysfunctional Thr300Ala variant of ATG16L1 is associated with enhanced survival in patients with Crohn’s disease and CRC [35]. Numerous studies have shown that dysfunctional autophagy increases the vulnerability of both healthy and cancer cells to various forms of stress, such as ER stress [8], hypoxia [36], oxidative stress [37, 38], and chemotherapeutic treatment [39]. Furthermore, it was recently shown that dysfunctional autophagy increases programmed cell death induced by IFN-γ and TNF and consequently increases the host immunity to colorectal cancer cells. Thus, colorectal cancers with high expression of *ATG16L1* were associated with poor clinical outcomes under PD-L1 therapy [40]. Our data reveal the surprising finding that the initiation of tumorigenesis critically depends on the interplay between ER stress and autophagy; disruption of this interaction dramatically accelerates progression to invasive carcinoma. Altogether, our data provide evidence for a crucial interaction of two established IBD risk genes and pathophysiological principles (ER stress resolution, autophagy) not only in the pathogenesis of intestinal inflammation but also in the development of small intestinal carcinoma, which might provide an important actionable entry point in the prevention of small bowel carcinoma.

## Supplementary information

Supplementary figures_Figures and legends

Supplementary Table 1

Supplementary Table 2

Supplementary Table3

Supplementary Table4

## Data Availability

The raw RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE299677. All data, analytic methods and study material will be made available for other researchers by request.

# Supplementary material for: Atg16l1 and Xbp1 cooperatively protect from transcription-associated mutagenesis and small intestinal carcinogenesis
**Source:** Oncogene. 2025 Oct 7;44(45):4413–26. doi: 10.1038/s41388-025-03591-x

**Supplementary Figure 1: Deletion of *Atg16l1* and *Xbp1* synergistically promote small intestinal epithelial DNA damage and cell death along with increased stem cell proliferation in young mice.**

Immunohistology data and representative pictures of the small intestine of young (8 - 15 weeks) *Rnaseh2b*<sup>ΔIEC</sup> (n=7; sex: 3 females, 4 males), *Atg16l1/Rnaseh2b*<sup>ΔIEC</sup> (n=9; sex: 7 females, 2 males), *Xbp1/Rnaseh2b*<sup>ΔIEC</sup> (n= 9; sex: 3 females, 6 males) and *Atg16l1/Xbp1/Rnaseh2b*<sup>ΔIEC</sup> (n=9; sex: 6 females, 3 males) mice, stained for γH2Ax (A,B), TUNEL (C,D), Ki-67 (E,F) and BrdU (G,H). For BrdU staining, less mice were analyzed since the required *in vivo* BrdU injection was not performed for every replicate. Each data point corresponds to one animal, 24 crypts were evaluated per animal. In every crypt, the bottom 12 cells were accessed. Data are expressed as mean with standard error of the mean. Significance was determined using Mann-Whitney U test.

For all the significance analysis: ns = not significant, \* p<0.05, \*\* p<0.01, \*\*\* p<0.001, \*\*\*\* p<0.0001.

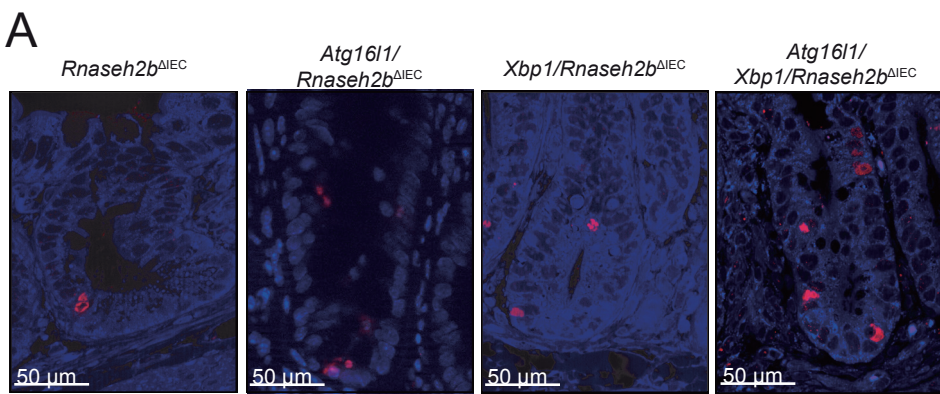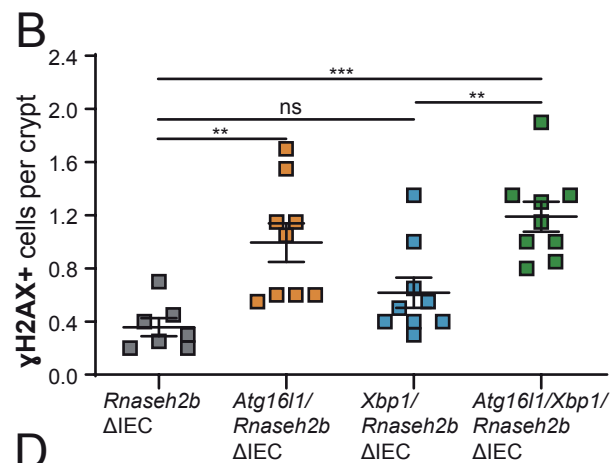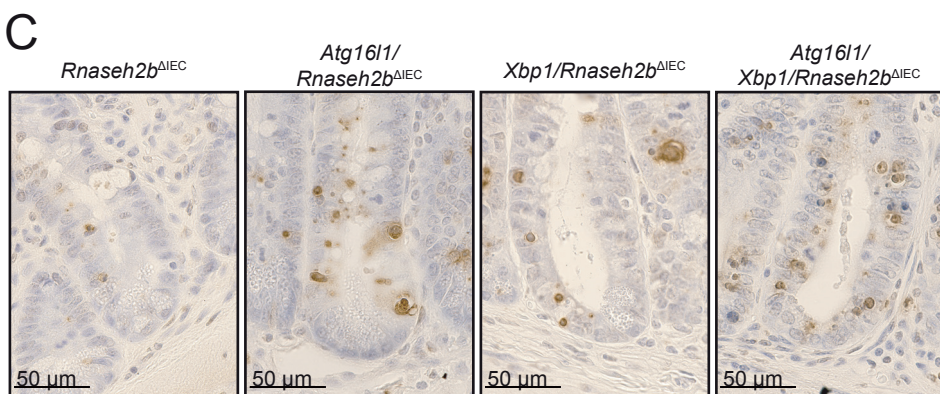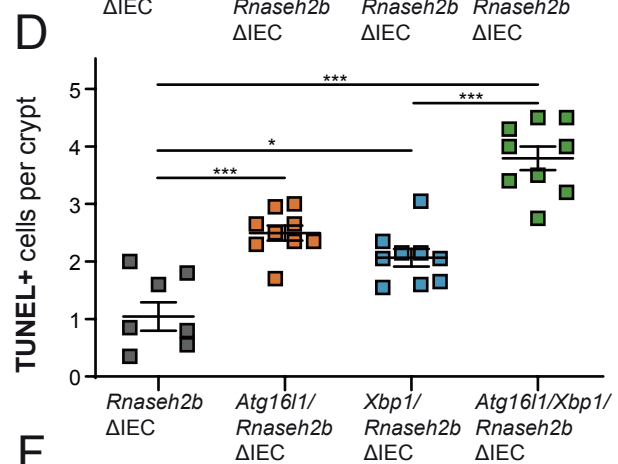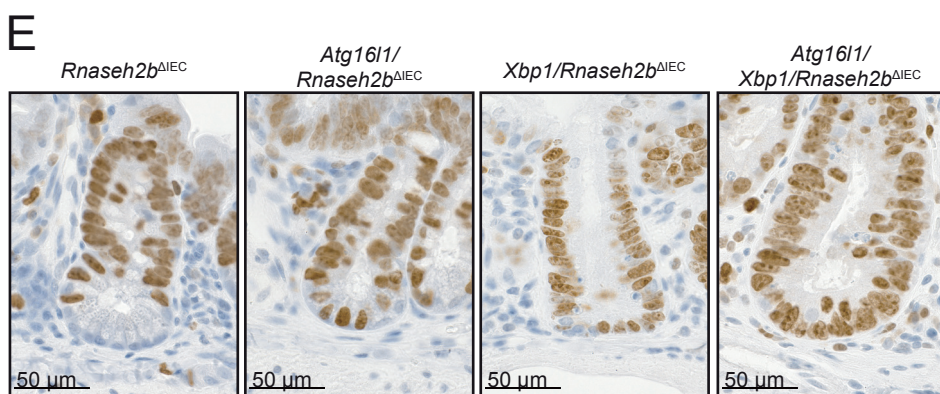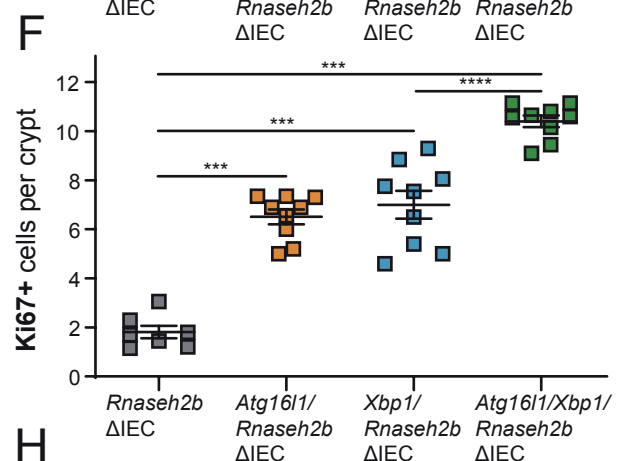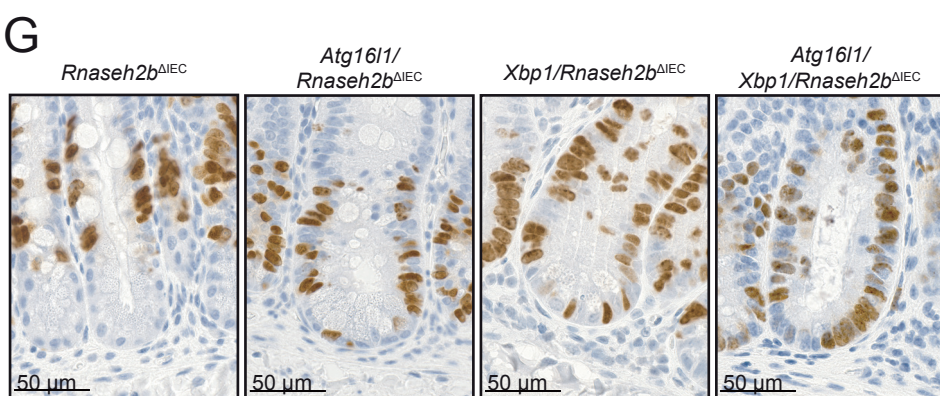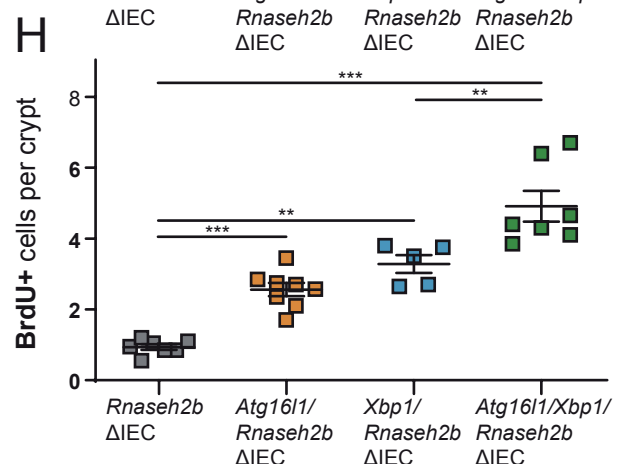

**Supplement:** Supplementary file 1 — Supplementary figures_Figures and legends

How the deposited data were processed for this re-analysis (not part of the article)

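Total RNA of small intestinal organoids from 4 WT, 4 *Atg16l1* ΔIEC, 2 *Rnaseh2b* ΔIEC and 4 *Atg16l1/Rnaseh2b* ΔIEC cultures was analysed. The authors trimmed reads with cutadapt, aligned them to GRCm38 with TopHat2, counted reads per gene with HTSeq and used DESeq2 for differential expression. The authors deposited a table of 18781 genes by 14 libraries whose values are on a log2 scale. The transformation is not named, and the spread of low genes is strongly reduced, so fold changes of low genes are understated. All 14 columns were mapped to a sample by library name, and 0 columns were left unmapped. Symbols were matched from GENCODE M21 for 99.7% of the gene identifiers, and coordinates are from the same annotation. The design written before the data were examined assumed linear normalized values with a pseudocount of 1. Because the deposited values are log2 values, they were tested as deposited, and pseudocounts of 1, 0.5 and 5 were applied to the back-transformed values as alternatives.

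Genes with a mean of at least 3.32 on the log2 scale (10 on the linear scale) were tested, 12802 in all. limma 3.58.1 in R 4.3.3 was run with lmFit, contrasts.fit and eBayes with a mean trend, on all 14 libraries with 1 mean per genotype and no covariate, with Benjamini-Hochberg adjustment at 0.05. The comparisons were each knockout against WT, *Atg16l1/Rnaseh2b* ΔIEC against each single knockout, and the difference between the effects of *Rnaseh2b* deletion with and without *Atg16l1* deletion. Gene lists were tested with camera at a preset correlation of 0.01, with fry beside it. The lists covered the genes of Fig. 4H, p53 targets, proliferation, interferon response, unfolded protein response, Paneth cells, stem cells, enterocytes and stromal or immune cells. A list of 20 hypoxia-response genes was added after 8 such genes were seen among the strongest differences. The list holds *Adm*, which is itself among the largest falls in *Rnaseh2b* ΔIEC (-1.76) and *Atg16l1* ΔIEC (-1.69) against WT organoids. Its test is therefore not independent of the pattern that prompted it, which came from the same libraries. The values of the list had been computed, but not looked at, when the expected outcome was written. Only 3 of the 15 stromal and immune genes could be tested, so that list is void.

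The genes named in the text were fixed by a rule written with that design. They are the genes of Fig. 4H, the genes the paper names, the p53 targets, sex-linked genes, and in each comparison the 5 largest rises and 5 largest falls past the threshold whose libraries do not overlap between the groups. Exact permutation tests were two-sided. The method was tested on simulated libraries, drawn independently of each other, with 200 changed genes among 12802. At a log2 change of 0.5 it recovered 84.5% of them in *Rnaseh2b* ΔIEC against WT and 92.0% in *Atg16l1/Rnaseh2b* ΔIEC against WT. At a log2 change of 0.25 it recovered only 31% and 56.5%, respectively, so many changes of that size would be missed. The real libraries deviate in pairs, so these shares may not hold for them.

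Alternatives set along with the design were other pseudocounts, no filter, a stricter filter of 50, upper quartile and total scaling, lane as a covariate, the replicate number as a block, fits of only the groups compared, fits within a lane, fry, a log2 fold change over 1, and leaving out each library. Averaging the paired libraries and adding sex as a covariate were chosen after seeing the data. Whole reads could not be recovered from the deposited values, so the depth is unknown and no count model was run. Figures were drawn with matplotlib 3.10.9.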

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

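The tests of the lanes and of the residual target transcripts were chosen only after the results were seen. Those of the hypoxia list were chosen before its own values were looked at, but after single hypoxia-response genes had been seen. In the 11 enterocyte genes, a list the paper does not analyse, the median log2 fold change was 1.03 in *Rnaseh2b* ΔIEC against WT organoids (11 of 11 genes higher, camera adjusted p = 4.2e-05) and -1.15 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids (0 of 11 higher, camera adjusted p = 1.3e-06). The effect of *Rnaseh2b* deletion differed with and without *Atg16l1* deletion by -1.38 (camera adjusted p = 4.2e-05). All 3 also passed with fry, and none passed with the estimated correlation between genes. Fitted with lane as a covariate, the first value was 0.49, the second -0.94 and the last -0.76, all still past the threshold. The second also passed within lane 2, which holds both genotypes, so a difference between the lanes is not its whole cause. For the first and last the fit cannot separate lane from genotype. Its lane effect is estimated from *Atg16l1/Rnaseh2b* ΔIEC libraries whose lanes are also their pairs. Because the *Rnaseh2b* ΔIEC libraries form a single pair, a property of that organoid line or culture stays open beside an effect of genotype, and neither was tested. Between *Atg16l1/Rnaseh2b* ΔIEC and *Atg16l1* ΔIEC organoids the median was -0.52 (camera adjusted p = 0.011), which did not pass with fry, with lane as a covariate or within lane 2.

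In the 9 stem cell genes the median log2 fold change against WT was -0.24 in *Rnaseh2b* ΔIEC (0 of 9 genes higher, camera adjusted p = 0.013) and -0.52 in *Atg16l1* ΔIEC organoids (1 of 9 higher, camera adjusted p = 4.7e-05). It was 0.41 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids (8 of 9 higher, camera adjusted p = 0.00048). The effect of *Rnaseh2b* deletion differed with and without *Atg16l1* deletion by 0.73 (camera adjusted p = 0.00048), and by 1.07, still past the threshold, with lane as a covariate. The fit with that covariate cannot rule out the lanes, because its lane effect comes from *Atg16l1/Rnaseh2b* ΔIEC libraries whose lanes are also their pairs. The value in *Rnaseh2b* ΔIEC against WT organoids was -0.65 in that fit and -0.35 without *Rnaseh2b* ΔIEC replicate 1. Between *Atg16l1/Rnaseh2b* ΔIEC and *Rnaseh2b* ΔIEC organoids the median was 0.29 (camera adjusted p = 0.023) and lost its call with fry, with total scaling and without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 (0.18). The 11 Paneth cell genes had a median of 0.59 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids (10 of 11 higher, camera adjusted p = 0.0011), from 0.57 to 0.61 over the alternatives and from 0.44 without *Atg16l1* ΔIEC replicate 4 to 0.75 without *Atg16l1* ΔIEC replicate 2. In *Atg16l1/Rnaseh2b* ΔIEC against WT organoids their median of 0.34 (camera adjusted p = 0.0095) did not pass with fry or with lane as a covariate. A difference in the mix of cell types between cultures and an effect of genotype on these genes were not separated.

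The 18 genes of the unfolded protein response had a median of -0.15 in *Rnaseh2b* ΔIEC against WT (camera adjusted p = 0.0035) and 0.18 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids (15 of 18 genes higher, camera adjusted p = 0.0011), and the effect of *Rnaseh2b* deletion differed with and without *Atg16l1* deletion by 0.24 (camera adjusted p = 0.0027). Once lane was a covariate, the first value was -0.01 and the last -0.04, neither past the threshold. Lane and genotype cannot be told apart for these, because the lane effect is estimated from *Atg16l1/Rnaseh2b* ΔIEC libraries whose lanes are also their pairs. The comparison of *Atg16l1/Rnaseh2b* ΔIEC with *Rnaseh2b* ΔIEC organoids within lane 2 gave 0.14, past the threshold.

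The 20 hypoxia-response genes were lower than WT in *Rnaseh2b* ΔIEC (median -0.51, 1 of 20 higher, camera adjusted p = 9.1e-09) and in *Atg16l1* ΔIEC organoids (median -0.38, 0 of 20 higher, camera adjusted p = 1e-08). The effect of *Rnaseh2b* deletion differed with and without *Atg16l1* deletion by 0.62 (18 of 20 higher, camera adjusted p = 2.3e-07), and the test that had been set out, a difference above 0 past both camera and fry, came out so. It did not pass with the estimated correlation between genes, which was 0.76. Single hypoxia-response genes had been seen among the strongest differences in these libraries before the list was added. As the listed genes move together, the outcome of that test is not independent support. The median in *Atg16l1/Rnaseh2b* ΔIEC against WT organoids was -0.22, which did not pass with fry and was -0.09, still past the threshold with camera, without *Atg16l1/Rnaseh2b* ΔIEC replicate 1. Adding lane as a covariate brought the difference in effect to 0.25 and the change in *Atg16l1* ΔIEC organoids to -0.07, both no longer past the threshold, while the change in *Rnaseh2b* ΔIEC organoids was -0.19 and stayed past it. Within lane 1 the *Atg16l1/Rnaseh2b* ΔIEC libraries differed from WT by -0.02. A difference between the lanes, high values in the WT libraries and an effect of genotype cannot be told apart for these genes, because no *Atg16l1* ΔIEC or *Rnaseh2b* ΔIEC library shares a lane with WT. The remaining values were 0.23 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids, which did not pass with fry, and 0.12 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids, which passed neither with fry nor within lane 2 (0.03) nor without *Atg16l1/Rnaseh2b* ΔIEC replicate 4 (0.08), and was 0.24 without *Atg16l1/Rnaseh2b* ΔIEC replicate 1.

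For 19 genes among the Fig. 4H genes, the p53 targets and the targeted genes, the effect of *Rnaseh2b* deletion on the log2 scale differed with and without *Atg16l1* deletion past the threshold. In Fig. 4H these were *Adcy1* (0.78) and *Zfp365* (0.25). Among the p53 targets, the difference was positive for *Plk2* (0.54), *Sesn2* (0.51), *Polk* (0.46), *Tnfrsf10b* (0.40), *Btg2* (0.30), *Apaf1* (0.28), *Rrm2b* (0.27), *Phlda3* (0.24) and *Xpc* (0.23). It was negative for *Trp53inp1* (-0.51), *Fas* (-0.49), *Dcxr* (-0.40), *Sesn1* (-0.37), *Bax* (-0.21) and *Perp* (-0.19). When lane was a covariate, 7 of the 19 genes stayed past the threshold, namely *Sesn1*, *Phlda3*, *Btg2*, *Polk*, *Tnfrsf10b*, *Apaf1* and *Atg16l1*. Leaving out 1 library removed the call of *Phlda3* in 10, of *Btg2* in 8, of *Plk2* in 6 and of *Bax* in 5 of the 12 such fits that left a test, which exclude those without a *Rnaseh2b* ΔIEC library. The call of *Phlda3* was lost without WT replicate 1 (0.23), WT replicate 2 (0.26), WT replicate 4 (0.22), *Atg16l1* ΔIEC replicate 1 (0.22), *Atg16l1* ΔIEC replicate 2 (0.26), *Atg16l1* ΔIEC replicate 3 (0.24), *Atg16l1* ΔIEC replicate 4 (0.26), *Atg16l1/Rnaseh2b* ΔIEC replicate 1 (0.19), *Atg16l1/Rnaseh2b* ΔIEC replicate 2 (0.24) and *Atg16l1/Rnaseh2b* ΔIEC replicate 3 (0.26). That of *Btg2* was lost without WT replicate 1 (0.30), WT replicate 2 (0.29), WT replicate 3 (0.31), WT replicate 4 (0.30), *Atg16l1* ΔIEC replicate 1 (0.28), *Atg16l1* ΔIEC replicate 2 (0.28), *Atg16l1* ΔIEC replicate 4 (0.31) and *Atg16l1/Rnaseh2b* ΔIEC replicate 2 (0.27), that of *Plk2* without WT replicate 3 (0.44), WT replicate 4 (0.46), *Atg16l1* ΔIEC replicate 3 (0.51), *Atg16l1* ΔIEC replicate 4 (0.51), *Atg16l1/Rnaseh2b* ΔIEC replicate 1 (0.51) and *Atg16l1/Rnaseh2b* ΔIEC replicate 3 (0.51), and that of *Bax* without WT replicate 2 (-0.19), WT replicate 3 (-0.20), *Atg16l1* ΔIEC replicate 1 (-0.17), *Atg16l1/Rnaseh2b* ΔIEC replicate 3 (-0.19) and *Atg16l1/Rnaseh2b* ΔIEC replicate 4 (-0.18). Without lane as a covariate the p53 targets moved both ways. Of the 6 p53 targets that stayed past the threshold with it, 5 were positive and *Sesn1* was negative, and the median of the whole list was 0.18 and past the threshold. With the covariate the 6 negative targets stayed negative, from -0.41 for *Dcxr* to -0.01 for *Bax*. The targets thus moved both ways in both fits, and which of them passed the threshold depends on the treatment of lane.

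The targeted genes themselves showed such a difference, of 0.55 for *Rnaseh2b* and 1.40 for *Atg16l1*, because both were higher in *Atg16l1/Rnaseh2b* ΔIEC than in the single knockout organoids. On the linear scale the *Atg16l1/Rnaseh2b* ΔIEC libraries stood on average 36.7% of the way from *Atg16l1* ΔIEC to WT for *Atg16l1* and 34.7% of the way from *Rnaseh2b* ΔIEC to WT for *Rnaseh2b*. The means differed by 2.0 percentage points, and the libraries ranged from 27.2% to 44.3% and from 26.2% to 42.7%. For *Atg16l1* and *Rnaseh2b*, replicate 2 stood at 27.2% and 26.2%, and replicate 4 at 39.7% and 36.5%. Replicate 1 stood at 35.6% and 42.7%, and replicate 3 at 44.3% and 33.3%. The genes were thus alike on average, but less so in replicates 1 and 3, where they differed in opposite directions. A candidate explanation is a share of unrecombined cells in the *Atg16l1/Rnaseh2b* ΔIEC cultures, which would bring back both transcripts alike. If so, differences of *Atg16l1/Rnaseh2b* ΔIEC organoids from WT may be understated. Their differences from the single knockout organoids, and the differences in effect, could then partly reflect a shift toward WT. Such a share of unrecombined cells is a hypothesis, and the sample labels give no recombination rate.

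In 7 of the 138 groups of 4 libraries tested, 1 library lay far from the other 3 by Dixon's test, and chance alone would give 6.9. They were *Mcam* in *Atg16l1* ΔIEC replicate 2 (6.91), *Sesn1* in WT replicate 1 (9.70), *Tnfrsf10b* in WT replicate 2 (8.80), *Atg16l1* in WT replicate 2 (9.54), *Xbp1* in *Atg16l1* ΔIEC replicate 4 (13.16), *Atm* in WT replicate 4 (9.37) and *Mki67* in WT replicate 1 (13.14). No explanation was tested for single libraries, since their number is what chance gives.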

How the results depend on the processing

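The medians of the Fig. 4H list kept their direction in all 6 comparisons under every alternative that gave a value, and their side of the threshold under every alternative that gave a test, except that no list passed with the estimated correlation between genes. The fits without 1 *Rnaseh2b* ΔIEC library give no test in the comparisons with *Rnaseh2b* ΔIEC organoids or in the difference in effect. Those of the p53 list did likewise, apart from the exceptions given here. With fry in place of camera, its median of 0.15 in *Rnaseh2b* ΔIEC against WT organoids passed the threshold. With lane as a covariate, its medians of -0.09 in *Atg16l1* ΔIEC against WT organoids and 0.18 in the difference between the effects of *Rnaseh2b* deletion passed as well. The cause was not tested. Across the fits that each left out 1 library, its median ranged from 0.14 to 0.15 in *Rnaseh2b* ΔIEC against WT organoids and from 0.07 to 0.12 in the difference in effect. Without *Rnaseh2b* ΔIEC replicate 1 or 2 the first was 0.14 each time, and the second was 0.11 and 0.10, all within these ranges.

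In the fit with lane as a covariate, 1504 genes changed in *Rnaseh2b* ΔIEC, 1586 in *Atg16l1* ΔIEC and 1418 in *Atg16l1/Rnaseh2b* ΔIEC against WT organoids and 2580 in the difference in effect, fewer than the 3424, 2450, 2063 and 4499 without it. The counts rose from 3262 to 3466 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC and from 3218 to 3976 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids. Fits of only the groups compared gave 1260 genes in *Atg16l1/Rnaseh2b* ΔIEC against WT and 2065 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids. They gave 2383 in *Atg16l1* ΔIEC against WT and 2456 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids, and more, 4054, in *Rnaseh2b* ΔIEC against WT organoids. The cause was not tested. Within lane 1, 1311 genes changed in *Atg16l1/Rnaseh2b* ΔIEC against WT, and within lane 2, 2073 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids. In *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids 3697 changed within lane 2, more than the 3262 in the fit of all libraries. Requiring a log2 fold change over 1 as well left 97 genes in *Rnaseh2b* ΔIEC, 20 in *Atg16l1/Rnaseh2b* ΔIEC and 17 in *Atg16l1* ΔIEC against WT, 136 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC, 41 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC and 319 in the difference in effect, a stricter threshold by construction. With the paired libraries averaged, which was chosen after seeing the data and leaves 3 residual degrees of freedom, 0, 0, 1, 0, 0 and 0 genes changed in these comparisons. At an unadjusted p under 0.05 there were 2103, 1311, 1579, 2044, 1944 and 2773. The 1 gene, *Atg16l1* in *Atg16l1* ΔIEC organoids, is the deleted one. The deleted *Rnaseh2b* in *Rnaseh2b* ΔIEC and both deleted genes in *Atg16l1/Rnaseh2b* ΔIEC organoids were not past the threshold against WT in this fit, so it is too small to say whether the counts are stable. Leaving out 1 library gave from 1001 to 2074 genes in *Atg16l1/Rnaseh2b* ΔIEC against WT organoids, with 1012 without WT replicate 1, 1001 without WT replicate 2, 1289 without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 and 1355 without *Atg16l1/Rnaseh2b* ΔIEC replicate 2. In *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids it gave from 1827 to 3470 genes, with 1827 without *Atg16l1* ΔIEC replicate 3 and 1832 without *Atg16l1* ΔIEC replicate 4. Scaling each library to the same total moved the split of higher and lower genes from 1848 and 1576 to 1388 and 2117 in *Rnaseh2b* ΔIEC against WT, from 1417 and 1845 to 2379 and 1304 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC, and from 2180 and 2319 to 2933 and 1778 in the difference in effect.

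The direction of some single genes reversed. When lane was a covariate, *Ccng1*, past the threshold at 0.28 without it, was at 0.00 and *Cdkn1a* at 0.20 in *Rnaseh2b* ΔIEC against WT organoids, and *Ano3* was at -0.01 and *Rims2* at -0.10 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids. The median of the unfolded protein response list in the difference in effect became -0.04. With total scaling, *Fgf15* was at 0.03 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids, and with sex as a covariate, chosen after seeing the data, *Fam198b* was at -0.01. Leaving out 1 library gave, in *Rnaseh2b* ΔIEC against WT organoids, from -0.04 to 0.01 for *Cdkn1a*, reversed without WT replicate 1 or *Rnaseh2b* ΔIEC replicate 1, and from -0.08 to 0.01 for *Trp53*, reversed without *Rnaseh2b* ΔIEC replicate 2. In *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids it gave from -0.04 to 0.16 for *Ddit4l*, from -0.02 to 0.05 for *Fam198b*, from -0.07 to 0.03 for *Fgf15* and from -0.03 to 0.06 for *Rims2*. All 4 reversed without *Rnaseh2b* ΔIEC replicate 2, and also *Ddit4l* without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 (-0.02), *Fgf15* without *Atg16l1/Rnaseh2b* ΔIEC replicate 2 (0.01) and *Rims2* without *Atg16l1/Rnaseh2b* ΔIEC replicate 3 or 4 (-0.02 each). The causes were not tested. Of 2149 values of single genes and other lists under the alternatives, 1944 kept their direction and call, 10 gained a call and 14 reversed. A further 174 lost their call, 94 of them in this fit of averaged pairs, which is too small to judge them. The remaining 7 were classed as moved in size. All of these were medians of lists in fits without 1 *Rnaseh2b* ΔIEC library that leave no test.

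With the replicate number as a block, 2890 genes changed in *Rnaseh2b* ΔIEC, 2125 in *Atg16l1/Rnaseh2b* ΔIEC and 2666 in *Atg16l1* ΔIEC against WT, 2994 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC, 3355 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC and 4484 in the difference in effect, and *Cdkn1a* in *Rnaseh2b* ΔIEC against WT organoids was at 0.05. Same-numbered libraries of different genotypes had deviations correlated from -0.50 to 0.44, so the numbers do not pair the samples. Tests of counts with edgeR and DESeq2, listed beforehand, were not run because whole reads could not be recovered from the log2 values. The depth of each library is therefore unknown, and the shrinkage of low genes limits what can be said of them.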

Other observations

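Of the tests reported here, those of the pairs other than the test of sex, the simulation of pairs and the simulation of shared WT libraries were chosen only after the results were seen. The splits of the libraries, the genes next to the targeted loci and the sex of the animals were set out before. For the comparisons of 4 against 4 libraries, all 35 splits of the 8 libraries were fitted. Only the real split, 1 of 35, gave as many genes in *Atg16l1/Rnaseh2b* ΔIEC against WT (2063), in *Atg16l1* ΔIEC against WT (2450) and in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids (3218). The same held for the medians of the Fig. 4H and p53 lists in *Atg16l1/Rnaseh2b* ΔIEC against WT and in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids, again 1 of 35 each. In *Atg16l1* ΔIEC against WT organoids, 12 splits gave a median of the Fig. 4H list as far from 0 and 13 gave such a median of the p53 list. The split of *Atg16l1* ΔIEC from WT libraries is also the split of the lanes, so the *Atg16l1* ΔIEC count may include a difference between lanes. With lane as a covariate, 1586 genes changed. Among the 3 splits that kept the pairs whole, the others gave 106 and 872 genes in *Atg16l1/Rnaseh2b* ΔIEC against WT, 1 and 383 in *Atg16l1* ΔIEC against WT, and 23 and 452 in *Atg16l1/Rnaseh2b* ΔIEC against *Atg16l1* ΔIEC organoids.

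Libraries 1 and 2, and 3 and 4, of a genotype deviated together from their mean. Correlations of the deviations within a pair, across autosomal genes, were 0.71 and 0.72 in WT, 0.31 and 0.58 in *Atg16l1* ΔIEC and 0.51 and 0.85 in *Atg16l1/Rnaseh2b* ΔIEC organoids, against -0.63 to -0.89 between pairs. The labelled pairing ranked 1 of 27 possible pairings. Lane does not account for it within WT and *Atg16l1* ΔIEC organoids, whose 4 libraries share a lane, since the lowest correlation within a pair there was 0.31. Sex alone would give male minus female differences on autosomal genes that go together in each pair of genotypes, but these correlated at 0.38, 0.06 and -0.13. The spread between pairs was at least 1.43 times the spread within a pair, and each pair had a single sex, so a candidate explanation is that 2 libraries were made from each organoid line or animal. This is a hypothesis, since the paper's text does not name the animals behind each library. If it holds, the effective number of independent cultures would be lower than the number of libraries, and the *Rnaseh2b* ΔIEC libraries could stem from a single one.

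Simulated libraries with this pair structure and no changed gene gave up to 478 genes past the threshold when libraries were treated as independent. The observed counts, from 2063 to 4499, were higher. The simulation drew genes independently, unlike real genes, so how much of the observed counts could come from differences between pairs cannot be told apart from an effect of genotype. The median share of the variance within genotypes that lay between pairs was 65.2%.

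The *Rnaseh2b* ΔIEC and *Atg16l1* ΔIEC log2 fold changes against WT correlated at 0.68 across the 12802 genes, which are not independent replicates. In 100 simulations of unchanged groups compared with shared control libraries, the correlation had a median of 0.38 and ranged from -0.83 to 0.99 for 95% of them. A shared response of the single knockouts and chance values of the WT libraries cannot be told apart from this value.

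By the sample labels, *Rnaseh2b* ΔIEC organoids carry no floxed *Atg16l1* allele and *Atg16l1* ΔIEC organoids no floxed *Rnaseh2b* allele, so DNA linked to these alleles may differ between groups. Among genes within 5 Mb of *Atg16l1*, 11 of 54 (20.4%) changed in *Rnaseh2b* ΔIEC against WT and in the opposite direction in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids, against 14.9% of 12341 other autosomal genes (one-sided Fisher's exact test, p = 0.17). For *Rnaseh2b* and the comparisons with *Atg16l1* ΔIEC organoids, these were 5 of 60 (8.3%) and 9.2% of 12335 genes (p = 0.65, one-sided Fisher's exact test). Neither test excludes an effect on single genes. *Ugt1a8*, left out of this test because its family shares exons and its counts are uncertain, lies beyond *Atg16l1* on chromosome 1 from 88087813 to 88219004. It changed by -1.54 (limma adjusted p = 3.3e-07) in *Rnaseh2b* ΔIEC against WT and by 1.75 (limma adjusted p = 6.4e-08) in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids.

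The largest rises in *Rnaseh2b* ΔIEC against WT organoids whose libraries did not overlap were *Reg3a* (2.53), *Cyp3a11* (2.17), *G6pc* (2.16), *Slc5a11* (2.15) and *Apoa2* (2.09) on the log2 scale. The largest falls besides *Ugt1a8* were *Adm* (-1.76), *Clca1* (-1.68), *Anxa3* (-1.61) and *Stbd1* (-1.61), of which *Anxa3* and *Stbd1* were not past the threshold with lane as a covariate (-0.39 and -0.41). In *Atg16l1* ΔIEC against WT organoids the largest falls after *Atg16l1* were *Adm* (-1.69), *Hk2* (-1.41) and *Pfkfb3* (-1.41). Between *Atg16l1/Rnaseh2b* ΔIEC and WT organoids *Akp3* rose most (1.86) and *Kcns3* fell most (-1.80). *Cdkn1a* was lower in *Atg16l1* ΔIEC than in WT organoids (-0.33, limma adjusted p = 0.016), with no overlap between the libraries, which also separate by lane.

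The 21 interferon response genes tested had a median of 0.25 in *Atg16l1* ΔIEC (20 of 21 higher, camera adjusted p = 0.00019) and 0.21 in *Atg16l1/Rnaseh2b* ΔIEC against WT organoids (19 of 21 higher, camera adjusted p = 0.0023). Neither passed with fry, and the *Atg16l1/Rnaseh2b* ΔIEC value did not pass among genes with a mean of at least 50 on the linear scale or without *Atg16l1/Rnaseh2b* ΔIEC replicate 4 and was 0.33 without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 and 0.13 without *Atg16l1/Rnaseh2b* ΔIEC replicate 3. When lane was a covariate the medians were larger, 1.07 in *Atg16l1* ΔIEC and 0.56 in *Atg16l1/Rnaseh2b* ΔIEC organoids, and within lane 1 the *Atg16l1/Rnaseh2b* ΔIEC value was 0.56, all past the threshold. The *Atg16l1* ΔIEC value rests on a lane effect taken from the *Atg16l1/Rnaseh2b* ΔIEC libraries, so its size depends on that fit. The 26 proliferation genes had medians of 0.06 in *Atg16l1/Rnaseh2b* ΔIEC against WT (camera adjusted p = 0.024) and 0.08 in *Atg16l1/Rnaseh2b* ΔIEC against *Rnaseh2b* ΔIEC organoids (camera adjusted p = 0.0059), neither past fry. Without *Atg16l1/Rnaseh2b* ΔIEC replicate 1 these were 0.00 and 0.04, neither past the threshold. The first was also not past it within lane 1 or when lane was a covariate. The second was 0.13 and past it both within lane 2 and when lane was a covariate. No interferon or proliferation test passed with the estimated correlation between genes. Apart from these fits, no explanation was tested for either list. The 3 stromal and immune genes that could be tested had medians from -0.07 to 0.03 over the 6 comparisons, and such a short list decides nothing.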
